# Phenotypic rescue of a *Drosophila* model of mitochondrial ANT1 disease

**DOI:** 10.1242/dmm.016527

**Published:** 2014-05-08

**Authors:** Suvi Vartiainen, Shanjun Chen, Jack George, Tea Tuomela, Kaisa R. Luoto, Kevin M. C. O’Dell, Howard T. Jacobs

**Keywords:** Adenine nucleotide translocase, Mitochondrial disease, Mitochondrial biogenesis, Alternative oxidase

## Abstract

A point mutation in the *Drosophila* gene that codes for the major adult isoform of adenine nuclear translocase (ANT) represents a model for human diseases that are associated with ANT insufficiency [*stress-sensitive B^1^* (*sesB^1^*)]. We characterized the organismal, bioenergetic and molecular phenotype of *sesB^1^* flies then tested strategies to compensate the mutant phenotype. In addition to developmental delay and mechanical-stress-induced seizures, *sesB^1^* flies have an impaired response to sound, defective male courtship, female sterility and curtailed lifespan. These phenotypes, excluding the latter two, are shared with the mitoribosomal protein S12 mutant, *tko^25t^*. Mitochondria from *sesB^1^* adults showed a decreased respiratory control ratio and downregulation of cytochrome oxidase. *sesB^1^* adults exhibited ATP depletion, lactate accumulation and changes in gene expression that were consistent with a metabolic shift towards glycolysis, characterized by activation of lactate dehydrogenase and anaplerotic pathways. Females also showed downregulation of many genes that are required for oogenesis, and their eggs, although fertilized, failed to develop to the larval stages. The *sesB^1^* phenotypes of developmental delay and mechanical-stress-induced seizures were alleviated by an altered mitochondrial DNA background. Female sterility was substantially rescued by somatic expression of alternative oxidase (AOX) from the sea squirt *Ciona intestinalis*, whereas AOX did not alleviate developmental delay. Our findings illustrate the potential of different therapeutic strategies for ANT-linked diseases, based on alleviating metabolic stress.

## INTRODUCTION

*Drosophila melanogaster* is a convenient animal model for human genetic diseases, including those that are associated with mitochondrial dysfunction. Autosomal dominant progressive external ophthalmoplegia (adPEO) is a relatively common presentation of mitochondrial disease and is associated with multiple mitochondrial (mt)DNA deletions in muscle and other tissues (Suomalainen and Kaukonen, 2001). It is caused, typically, by single gene mutations in nuclear genes that are directly, or indirectly, involved in mtDNA maintenance – including those encoding the two subunits of DNA polymerase γ, POLG1 (Van Goethem et al., 2001) and POLG2 (Longley et al., 2006), the mitochondrial helicase Twinkle (C10orf2) (Spelbrink et al., 2001), the ribonucleotide reductase small subunit RRM2B (Tyynismaa et al., 2009) and the muscle-specific isoform of the adenine nucleotide translocase ANT1/SLC25A4 (Kaukonen et al., 2000). adPEO-causing mutations have been mapped to different regions of the *ANT1* coding sequence (Kaukonen et al., 2000; Napoli et al., 2001; Komaki et al., 2002; Deschauer et al., 2005). Functional studies of two such mutants – A114P and V289M – in cultured myotubes revealed that, for a given mitochondrial inner membrane potential, the rate of adenine nucleotide exchange was substantially decreased, and, under some conditions, the reversed transport of ATP into mitochondria was predicted to occur readily (Kawamata et al., 2011). Earlier modeling of these mutants in yeast (Fontanesi et al., 2004) also concluded that they impair translocase activity and lead to a defect in oxidative phosphorylation (OXPHOS). *ANT1* encodes the major isoform of the translocase that is found in post-mitotic tissues – such as the heart, skeletal muscle and brain – whereas three other isogenes encode isoforms of the translocase in other cells and tissues (Chevrollier et al., 2011).

AdPEO is a late-onset disorder, but *ANT1* mutations are also associated with more severe early-onset diseases that show recessive inheritance. These include mitochondrial myopathy and cardiomyopathy due to complete, or almost complete, loss of translocase function (Palmieri et al., 2005), which also manifests in mice in which *Ant1* has been knocked out (Graham et al., 1997; Narula et al., 2011). ANT1 deficiency has also been proposed to be a major contributor to the clinical features of Sengers syndrome, which comprises congenital cataract, hypertrophic cardiomyopathy and skeletal myopathy (Jordens et al., 2002). In this case, the effects on ANT1 are secondary because the primary mutation is in *AGK*, encoding acylglycerol kinase (Mayr et al., 2012), which results in mitochondrial phospholipid defects. Dysregulation of ANT1 has also been suggested to be involved in the pathogenesis of inclusion-body myositis (Barca et al., 2013) and Rett syndrome (Forlani et al., 2010).

The molecular pathology of ANT1-associated disease has been extensively studied using samples taken from affected individuals, as well as using the *Ant1*-knockout mouse. However, these studies have certain limitations; in human cells, the ability to recapitulate the exact *in vivo* physiological conditions in affected tissues – for example, the failing heart – is severely limited. As indicated above, *Ant1*-knockout mice exhibit dilated cardiomyopathy that is associated with a progressive decline of cardiac functions, ending in chronic heart failure (Narula et al., 2011). Conversely, *Ant1* overexpression is cardioprotective (Wang et al., 2009). The knockout exhibits lactic acidosis and the hyperproliferation of abnormal mitochondria in muscle (Graham et al., 1997). The increased production of reactive oxygen species (ROS) in mitochondria that have been isolated from the affected tissues of knockout animals is also associated with mitochondrial genomic damage (Esposito et al., 1999). More surprisingly, loss of *Ant1* in the brain entrains increased mitochondrial membrane potential and resistance to apoptosis, leading to the suggestion that the protein confers natural susceptibility to excitotoxicity (Lee et al., 2009). Muscle mitochondria from the knockout mouse show decreased proton leak (Brand et al., 2005), which might explain these observations, but does not necessarily elucidate the functional consequences of pathological mutations.

**TRANSLATIONAL IMPACT**

**Clinical issue**

A variety of genetic mutations have been implicated in mitochondrial myopathies, which are characterized by muscular weakness and neurological abnormalities. One cause of mitochondrial myopathy is mutation of the gene that codes for the adenine nucleotide translocase (ANT). ANT is the transporter protein that shuttles ADP and ATP across the inner mitochondrial membrane, enabling the energy released from catabolism to be made available to the rest of the cell. ANT deficiency could be a common manifestation of mitochondrial disease, because it can also be produced by other abnormalities affecting the organelle; for example, defects in the mitochondrial membrane phospholipid composition. In this study, the authors used *Drosophila* to explore the effects of ANT deficiency and test possible strategies to overcome the defect.

**Results**

The authors characterized the phenotype of *sesB^1^* mutant flies, which carry a mutation in the major ANT-encoding gene of *Drosophila*. Mutant flies were profiled at the organismal (developmental, behavioral), metabolic and molecular genetic levels. *sesB^1^* flies showed developmental retardation, epileptic seizures upon mechanical stress, hearing impairment, female sterility, defective male courtship and greatly decreased lifespan. There was an accumulation of lactate, an end-product of glucose breakdown that is potentially toxic at high concentrations. The expression of many genes for metabolic functions was altered, and, in females, many genes involved in egg production were downregulated. The authors showed that developmental delay and seizures could be partially alleviated by transferring the *sesB^1^* mutation to a mitochondrial DNA background that is thought to increase mitochondrial biogenesis. A minor effect on the sensitivity of mutant flies to mechanical-stress-induced seizures was produced by increased expression of the fly homolog of *PGC1-α*, the proposed ‘master regulator’ of mitochondrial biogenesis. Female sterility, but not the other phenotypes, was substantially rescued by expression of the alternative oxidase (AOX) from the sea squirt *Ciona intestinalis*, which has previously been shown to mitigate oxidative stress caused by mitochondrial inhibition.

**Implications and future directions**

The authors’ comprehensive analysis of *sesB^1^* mutant flies demonstrates that ANT deficiency causes a host of developmental and neurological phenotypes that are underpinned by abnormalities in metabolism. They provide evidence that pharmacological strategies aimed at boosting mitochondrial biogenesis, as well as genetic therapies based on AOX, could be effective treatments for mitochondrial myopathies and other human diseases that are associated with ANT deficiency. A useful next step will be to analyze in more detail the mechanisms by which these interventions alleviate the disease-like features of *sesB^1^* flies, with the aim of eventually translating these findings to human therapies.

The *Ant1*-knockout mouse represents, by definition, complete loss of function, which does not appear to be the case for human ANT1 in disease, except in rare cases (Palmieri et al., 2005). However, the fact that ANT is encoded in mammals by a multigene family means that the knockout of one isoform might entrain effects on the regulation of others, which can also compensate for any defect. This has been hypothesized to account for the lack of retinal pathology in the *Ant1*-knockout mouse (Phillips et al., 2010). For these reasons, a more appropriate model is required that is based on actual disease-relevant mutations and in which the effects of genetic redundancy can be set aside.

In *Drosophila*, ANT is also encoded by a small gene family. In this case, however, the major isoform, which is encoded by the gene *stress-sensitive B* (*sesB*; FlyBase annotation CG16944), is ubiquitously expressed at a high level, whereas the mRNA for the second isogene, *Ant2* (FlyBase annotation CG1683), is found only at low levels, except in testis (www.flyatlas.org). A mutant allele of *sesB*, *sesB^1^*, exhibits a phenotype of susceptibility to mechanical-stress-induced seizures (‘bang sensitivity’) and developmental delay (Zhang et al., 1999), as well as physiological abnormalities in the tubule (Terhzaz et al., 2010). The combination of developmental delay and bang sensitivity is shared with other *Drosophila* mutants that exhibit perturbed mitochondrial OXPHOS, including alleles of *knockdown* (*kdn*), which encodes citrate synthase (Fergestad et al., 2006), and *technical knockout* (*tko^25t^*), which encodes mitoribosomal protein S12 (Royden et al., 1987; Shah et al., 1997; Toivonen et al., 2001). A further bang-sensitive mutant in the gene *easily shocked*, which encodes ethanolamine kinase (Pavlidis et al., 1994), shares the phenotype of decreased steady-state ATP levels with *sesB^1^*, *tko^25t^* and some alleles of *kdn* (Fergestad et al., 2006) and might also act mitochondrially. *tko^25t^* manifests multiple deficiencies of the respiratory chain and OXPHOS, and exhibits an impaired response to sound and defective male courtship (Toivonen et al., 2001).

Importantly, when the human and *Drosophila* sequences are aligned, point mutation L289F in *sesB^1^*, a hydrophobic substitution in the final transmembrane-spanning helix of the protein (Pebay-Peyroula et al., 2003), is adjacent to the site of the hydrophobic substitution V298M in adPEO (Fig. 1A). Although the *sesB^1^* phenotype differs in its tissue specificity from that of human ANT1-associated diseases, it presents a more disease-relevant genotype than the *Ant1*-knockout mouse, and is effectively free of the effects that are attributable to genetic redundancy. It therefore offers a convenient tool for understanding the metabolic and cellular consequences of ANT1 deficiency, and for testing strategies to compensate for pathological defects.

**Fig. 1.**
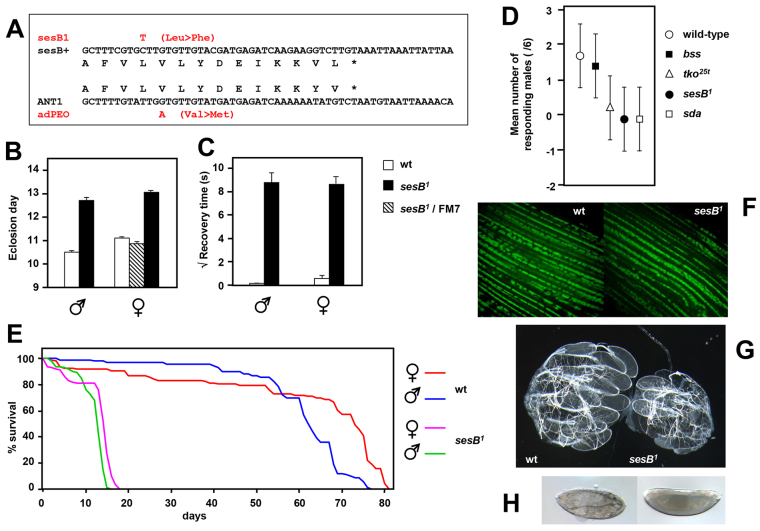
**Genotype and phenotype of *sesB^1^* flies.** (A) Aligned partial sequences of *sesB* mRNA, isoform A (sesB+), commencing at nucleotide 962 of NCBI database entry NM_078554, and human *ANT1* mRNA (NCBI database entry NM_001151 from nucleotide 863). The corresponding amino acid sequences and the base substitutions (red) and corresponding amino acid changes in the *sesB*^1^ allele, verified in the strain analyzed here, are also shown. The *ANT1* gene mutation shown here is that reported in an Italian family with adPEO (Kaukonen et al., 2000). Each mutation results in the substitution of a hydrophobic residue in transmembrane segment VI of the protein (Pebray-Peyroula et al., 2003) by another hydrophobic residue. (B) The day of eclosion of flies of the genotypes indicated; means±s.e.m. are shown from five replicate vials. FM7 is the X-chromosomal balancer chromosome used to maintain heterozygosity for *sesB^1^*. (C) The square-root of the time taken to recover from mechanical shock (‘bang sensitivity’) for batches of ≥25 flies of each sex and genotype that were individually analyzed; means±s.e.m. are shown. The day of eclosion and bang sensitivity of *sesB^1^* flies were significantly different from those of wild-type (wt) or heterozygous flies of the same sex (*P*<0.01). (D) Response of adult males of the indicated strains to sound. The mean number of responders±s.d. amongst groups of six males from three replicate groups of each genotype are shown. Bang-sensitive strains are: *tko^25t^*, point mutant of *technical knockout*, which encodes mitoribosomal protein S12 (Shah et al., 1997); *bss*, *bang senseless*, a point mutant of *paralytic*, which encodes a voltage-gated Na^+^ channel (Parker et al., 2011); *sesB^1^*; and *sda*, *slamdance*, which encodes aminopeptidase N (Zhang et al., 2002). *tko^25t^*, *sesB^1^* and *sda* are non-responsive, whereas *bss* has normal hearing. (E) Lifespan curves for *sesB^1^* and wild-type control flies of the sexes indicated (groups of 100 flies of each sex and genotype) when maintained at 25°C. Three replicate experiments gave similar results – i.e. mean lifespans of 11–13 days for *sesB^1^* males and 13–18 days for *sesB^1^* females. (F) GFP that was targeted to the mitochondria was expressed in indirect flight muscles of wild-type and *sesB^1^* flies (in both genotypes in the presence of a transgene encoding UAS-mito-HA-GFP and the *Mef2-GAL4* driver). The mitochondrial network appears normal in *sesB^1^*. (G) Dark-field micrograph of the dissected ovaries from 2-day-old wild-type and *sesB^1^* females. (H) Phase-contrast micrograph of developing embryos from eggs laid by *sesB^1^* females. The vast majority of embryos failed to hatch, and only a tiny number (~0.1%) completed development.

In previous studies, we used transcriptomic analysis to profile changes in gene expression in the *tko^25t^* mutant compared with wild-type flies. The results implied that there is a metabolic shift in *tko^25t^* flies, with diversion of pyruvate to lactate to regenerate NAD^+^, increased mobilization of dietary fat and protein, and the induction of anaplerotic pathways to maintain the flow of carbon skeletons for biosynthesis (Fernández-Ayala et al., 2010). We have also shown that the *tko^25t^* phenotype can be partially suppressed by additional dosage of the mutant gene (Kemppainen et al., 2009) or by altering mtDNA background (Chen et al., 2012), which appeared to act by increasing mitochondrial biogenesis. Therefore, we aimed to analyze metabolism and gene expression in *sesB^1^* flies and to test different strategies to compensate the mutant phenotype, using similar approaches as those used previously for *tko^25t^*.

Because the *sesB^1^* and *tko^25t^* phenotypes overlap, transcriptomic analysis can address what underlies the differences and similarities between the two mutants at the molecular level. These two classes of mutant – i.e. the one affecting mitochondrial protein synthesis, the other affecting intracellular nucleotide transport and synthesis – are common causes of mitochondrial disease (Saada, 2004; Sharer, 2005; Jacobs and Turnbull, 2005). Therefore, understanding both the common and the specific features of their molecular pathology should lead to more accurate diagnosis and targeted therapy.

In the mouse, transcriptomic studies have, thus far, been reported only in the skeletal muscle of 9- to 12-month-old animals for a limited set of known mitochondrially targeted gene products (Subramaniam et al., 2008), providing evidence of a paradoxical or futile upregulation of mitochondrial biogenesis. Here, we extend this to a more comprehensive analysis involving the whole genome and the whole organism in the *Drosophila melanogaster* model.

## RESULTS

### Strain verification and phenotyping

In order to analyze metabolism and gene expression in *sesB^1^* mutant flies, and to test possible strategies for suppressing the mutant phenotype, we first verified the genotype (Fig. 1A) and phenotype (Fig. 1B–H) of the available strain, which was further backcrossed into standard wild-type backgrounds (Oregon R and Canton S). Compared with *tko^25t^* (Chen et al., 2012; Kemppainen et al., 2009), the developmental delay of *sesB^1^* was less pronounced, notably in males (Fig. 1B), whereas the bang sensitivity of *sesB^1^* adults, when tested at 3 days of age, was greater (Fig. 1C). *sesB^1^* flies were also deaf (Fig. 1D), as judged by a behavioral assay for response to sound, as used previously to study *tko^25t^* flies (Toivonen et al., 2001). Despite the short lifespan (Fig. 1E), the muscle mitochondrial network in young adult flies was intact (Fig. 1F), unlike that seen in the case of other degenerative mutations that affect mitochondrial functions, such as *Pink1^5^* (Deng et al., 2008). Female flies were essentially sterile. At 2 days of age, ovary size was, typically, decreased (Fig. 1G), although eggs were eventually produced in normal, or near normal, numbers. However, eggs that were laid developed only as far as the late-embryo stage (Fig. 1H), with a tiny number of survivors reaching adulthood (~0.1% of the number of progeny from control crosses). Males were fertile but, in courtship assays, they displayed a defect similar to that observed previously for *tko^25t^* (Toivonen et al., 2001): in two separate experiments, only one of 11 and one of 13 individual *sesB^1^* males reached copulation with single wild-type females, whereas ten out of ten wild-type males successfully copulated.

### *sesB^1^* flies have defects in respiration and OXPHOS

In order to test how the *sesB^1^* mutation affects the properties of the ANT protein, we measured the rate of respiration of isolated mitochondria from *sesB^1^* and control flies in the presence of different substrates, with and without the addition of 1 mM ADP. The respiratory control ratio (RCR), computed as the respiration rate in the presence of ADP divided by that in its absence, represents the degree to which respiration is limited by ATP synthesis, which is in turn dependent on ANT activity. On both complex-I- and complex-III-linked substrate mixes, mitochondria from *sesB^1^* flies showed a significant drop in the apparent RCR (Table 1; Fig. 2A), consistent with decreased ANT activity limiting both ATP synthesis and respiration. Note, however, that because of the secondary activation of isocitrate dehydrogenase by ADP, the complex-I-linked data is not a true reflection of the RCR (Miwa et al., 2003). There was a 50% decrease in RCR, even using the complex-III-linked substrate glycerol-3-phosphate.

**Table 1.**
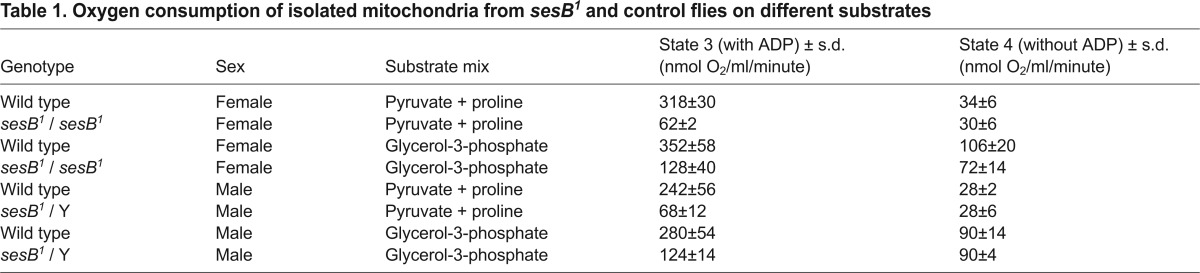
Oxygen consumption of isolated mitochondria from *sesB^1^* and control flies on different substrates

**Fig. 2.**
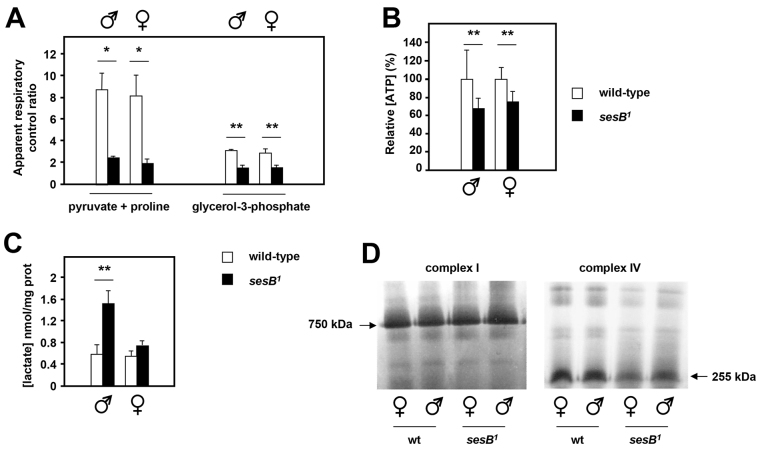
**Mitochondrial metabolism in *sesB^1^* flies.** (A) Apparent respiratory control ratio (RCR; the relative rate of oxygen consumption before and after the addition of ADP) of isolated mitochondria from flies of the strains and sexes indicated, using different substrate mixes, based on the data shown in Table 1. Note that the value obtained with the pyruvate and proline substrate mix is not a true RCR, because of the secondary activation of isocitrate dehydrogenase by ADP (Miwa et al., 2003). However, a similar trend is observed with both substrate mixes. (B) Steady-state ATP levels in the extracts from flies of the strains and sexes indicated, normalized to the value in wild-type (wt) flies in the given sex. The means of results from five or six biological replicates for each group are shown. (C) Steady-state lactate levels in extracts from 10-day-old flies of strains and sexes indicated. *n*=6 for males, *n*=3 for females. (A–C) Means±s.d., *P<0.05, **P<0.01 by using Student’s *t*-test. (D) Representative blue native electrophoresis gels, which were stained histochemically for complex I and IV, of extracts from flies of the strains and sexes indicated. Arrows indicate the major complexes that were stained; their apparent molecular weights were extrapolated from the migration of markers.

Steady-state ATP levels were also consistently lower in *sesB^1^* flies than control flies (Fig. 2B). Under conditions where respiration is limiting, re-oxidation of NADH should depend on cytosolic enzymes, such as lactate dehydrogenase. This was reflected here by increased levels of lactate (Fig. 2C). In order to investigate the effects of the *sesB^1^* mutation on the respiratory chain, we analyzed the activity of complex I and IV in mitochondrial extracts from *sesB^1^* and control flies, using blue-native electrophoresis (BNE) combined with histochemical staining (Fig. 2D; supplementary material Fig. S1). Complex I activity in *sesB^1^* was indistinguishable from that in wild-type flies, but there was a clear decrease in complex IV activity, especially in females.

### Changes in gene expression in *sesB^1^* are partly sex-specific

We implemented a gene expression analysis of *sesB^1^* flies using procedures identical to those used previously to analyze *tko^25t^*. 

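RNA of whole flies was hybridized to 14 arrays, 3 each of wild-type females and wild-type males and 4 each of *sesB1* females and *sesB1* males. The paper describes triplicate isolations from batches of 30 flies, the females being virgins, and all 4 arrays of each *sesB1* group are used here. The flies were 2 days old by the paper and the sample labels and 1 day old by the description of the series. The deposited values are log2 signals, centred for each probeset on its median over the 14 arrays, so they give differences between arrays and not the brightness of a probeset. In each sex the *sesB1* arrays were compared with the wild-type arrays by limma over 18769 probesets, and the difference between the sexes was tested as an interaction of sex and genotype in a fit of all 14 arrays. Arrays of the same group correlated at r from 0.855 to 0.982. Some arrays held more of the transcripts typical of the other sex. Over 433 probesets at least 8-fold higher in wild-type females than in wild-type males, the median was -1.11 in wild-type male array 2, and -1.63 and -1.62 in arrays 1 and 3. Over 1236 probesets at least 8-fold higher in wild-type males, the median was -2.002 in *sesB1* female array 4 and -2.189 in array 2, and -2.281 and -2.308 in arrays 1 and 3.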

To minimize strain-specific effects, the flies analyzed using the Affymetrix *Drosophila* 2.0 microarray were, as in the case of *tko^25t^*, an F1 hybrid of *sesB^1^* that had been backcrossed to Canton S or Oregon R backgrounds, and the results were compared with those of a corresponding control F1. 

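Fbp1, a fat body protein of the larva, was 95.7-fold higher in *sesB1* females than in wild-type females (log2 fold change 6.58, standard error 0.14, adjusted p = 2.22e-08 from limma). In *sesB1* males it was 59.3-fold higher (log2 fold change 5.89, standard error 0.34, adjusted p = 2.03e-06 from limma). Obp99b, an odorant-binding protein, was 115.1-fold higher in females (log2 fold change 6.85, standard error 0.11, adjusted p = 9.86e-09 from limma) and 25.8-fold higher in males (log2 fold change 4.69, standard error 0.22, adjusted p = 5.64e-07 from limma). The rise was larger in females (interaction adjusted p = 0.000102), a difference that did not pass after quantile normalization. fbp and Pepck1, which encode enzymes of gluconeogenesis, rose in females by log2 fold changes of 1.23 (adjusted p = 0.000282) and 2.07 (adjusted p = 6.3e-05). In males they rose by 1.52 (adjusted p = 1.68e-06) and 1.62 (adjusted p = 8.48e-07). The lipase gene Lip3 rose in females (0.99, adjusted p = 0.00847) and in males (0.85, adjusted p = 0.000349), although its female value of 1.25 after quantile normalization did not pass the test. CG8093, a predicted lipase, was 7.34-fold higher in females (adjusted p = 0.00116) and 1.53-fold higher in males (adjusted p = 0.00461, not passed in a joint fit of the 4 groups). The hexokinase gene Hex-C rose in males (0.49, adjusted p = 0.000497), and its log2 fold change in females was 0.39 (adjusted p = 0.0784). bcd, whose maternal mRNA sets the anterior end of the embryo, fell in females (-1.21, adjusted p = 0.00202), with a value of -0.18 that did not pass the test after quantile normalization. These 8 genes were picked by the study from these samples, so their changes are not independent evidence.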

The changes in the expression of a subset of genes were then verified by quantitative RT-PCR (Table 2). Analyses were conducted separately for males and females, in order to clarify the bisexual versus sex-specific aspects of the mutant phenotype.

**Table 2.**
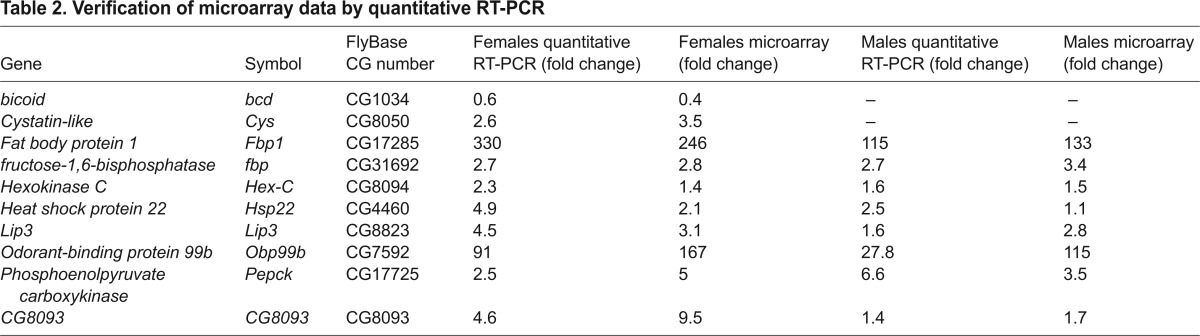
Verification of microarray data by quantitative RT-PCR

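Fbp2, a fat body protein related to alcohol dehydrogenase, was 144.5-fold higher in *sesB1* females (log2 fold change 7.17, standard error 0.15, adjusted p = 1.49e-08 from limma). In *sesB1* males it was 79.7-fold higher (log2 fold change 6.32, standard error 0.27, adjusted p = 3.78e-07 from limma). Lsp2, a storage protein of larval serum, was 67.3-fold higher in females and 13.2-fold higher in males. The UDP-glycosyltransferase gene Ugt37A3 was 19.7-fold and 10.7-fold higher. The cytochrome P450 genes Cyp4e3 and Cyp6a8 rose 16-fold and 13-fold in males and 11.8-fold and 6.88-fold in females. The probeset used for RFeSP, the Rieske iron-sulfur protein of complex III, had a log2 fold change of -4.95 in females (adjusted p = 1.23e-08) and -4.99 in males (adjusted p = 2.47e-09). Its other probeset had values of 0.18 and 0.18. CG8289 fell in both sexes (-4.52 in females, -3.22 in males). So did gkt, which encodes a tyrosyl-DNA phosphodiesterase (-2.99 and -1.03, -1.53 and -0.60 on another probeset, but -0.09 and -0.08 on the third). CG5953 rose in both sexes on the probeset used (4.98 and 2.77) and not on the other (-0.19 and 0.30). Muc12Ea, a mucin gene, fell in females (-3.30, adjusted p = 0.00284, not passed after quantile normalization). The values of CG12990 and CG6788 in males were -5.83 (adjusted p = 9.07e-11) and -5.61 (adjusted p = 7.24e-08). Sdic3, a sperm dynein intermediate chain gene, rose 26-fold in males (adjusted p = 2.55e-09). The probeset of sesB itself had log2 fold changes of 0.02 in females (adjusted p = 0.908) and no difference in males (adjusted p = 0.987). That of Ant2, the neighbouring gene for another translocase, had 0.35 (adjusted p = 0.025) and -0.37 (adjusted p = 0.00628), values of 0.12 and -0.06 after quantile normalization that did not pass the test. At an adjusted p under 0.05 from limma and at least 2-fold, 1028 probesets changed in females, 573 higher and 455 lower, and 398 in males, 259 higher and 139 lower. The share of higher probesets in females was 55.7%, and 66.1% of the 498 probesets that passed after quantile normalization.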

After statistical filtering, we identified 903 probesets that detected genes whose expression in *sesB^1^* females differed at least twofold from that of wild-type controls (supplementary material Table S1), and 366 such probesets in males (supplementary material Table S2). 

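Probesets that passed in both sexes at an adjusted p under 0.05 and at least 2-fold numbered 206, where lists unrelated to each other would share 21.8 (Fisher's exact test, two-sided, p = 3.78e-155). Of these, 202 changed in the same direction, 179 higher and 23 lower in *sesB1* flies, a ratio of 7.78. In 114 of the 202 (56.4%) the female and male changes lay within 1.5-fold of each other, and 143 lay farther from 0 in females. A test of the interaction of sex and genotype was passed by 77 of the 206 (37.4%). The exceptions, 4 genes that rose in females and fell in males, included fit, a fat body gene expressed in females (2.62 in females, adjusted p = 7.69e-05, and -1.29 in males, adjusted p = 7.96e-05). The others were wbl, which acts in follicle cells to set the dorsoventral axis of the egg (1.03 and -1.37), CG14500 (1.16 and -1.36) and CG33109 (1.48 and -1.39), these 3 named after their values were seen. dia, a formin required for cytokinesis, was lower in both sexes (-2.78 and -2.38). Over all 18769 probesets the log2 fold changes of females and males correlated at r = 0.46 (Spearman's rho = 0.22), a correlation across probesets, which are not independent replicates.

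**Figure D1:**
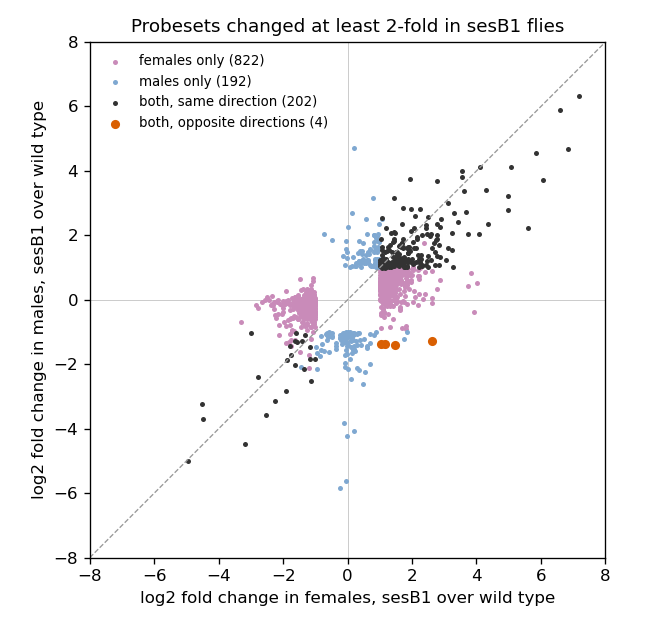
Log2 fold change of *sesB1* against wild type in females (horizontal axis) and males (vertical axis), 1 point per probeset, with colours for the 822 probesets changed at least 2-fold in females only, the 192 in males only, the 202 in both sexes the same way and the 4 in opposite directions. The dashed line marks equal change in both sexes.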

Only 181 probesets were shared between the sexes (Fig. 3A; supplementary material Table S3), 177 of which showed directionally congruent changes, most of which were quantitatively very similar, with eight times as many genes that were upregulated as downregulated. Gene ontology (GO) analysis revealed that the genes represented by the 181 bisexually-regulated probesets were mostly annotated with molecular functions in metabolism (Fig. 3E). 

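Genes of amino acid breakdown and one-carbon metabolism rose together in both sexes: of 22 measured, 15 were higher and 1 lower in *sesB1* females (adjusted p = 2.29e-08 by camera, adjusted p = 0.3 with an estimated correlation). In males 18 were higher and 0 lower (adjusted p = 9.81e-14 by camera, adjusted p = 0.193 with an estimated correlation). Adjusted over the list alone, 18 were higher and 1 lower in females, and 19 were higher in males. Hpd, which encodes hydroxyphenylpyruvate dioxygenase of tyrosine breakdown, rose 16.8-fold in females (log2 fold change 4.07, standard error 0.16, adjusted p = 1.07e-06 from limma) and 4.1-fold in males (adjusted p = 1.02e-05). hgo, which encodes homogentisate dioxygenase of the same pathway, rose by 2.79 and 2.03 on the log2 scale. Of 10 alpha-glucosidase genes, which serve sugar digestion, 6 were higher in females (7 adjusted over the list alone, 3 after quantile normalization; adjusted p = 0.00593 by camera, adjusted p = 0.554 with an estimated correlation). In males all 10 were higher (10 over the list alone; adjusted p = 3.46e-10 by camera, adjusted p = 0.3 with an estimated correlation). The maltase genes Mal-A3 and Mal-A4 rose 7.18-fold and 6.4-fold in females and 3.24-fold and 3.37-fold in males. Among 13 lipase genes, 8 were higher and 1 lower in females, the same counts adjusted over the list alone and 4 and 2 after quantile normalization (adjusted p = 0.00807 by camera, adjusted p = 0.359 with an estimated correlation). In males 5 were higher and 3 lower, again the same over the list alone (adjusted p = 0.107 by camera). CG6283 and CG17192, predicted lipases, rose by 2.57 and 2.63 in females and 1.97 and 0.91 in males. All 4 measured proteins of larval serum and larval fat body rose in females (adjusted p = 5.9e-07 by camera, adjusted p = 0.191 with an estimated correlation) and in males (adjusted p = 2.07e-06 by camera, adjusted p = 0.3 with an estimated correlation), and also over the list alone. Several members of these lists stand in the paper's tables and were chosen on these samples, 5 in the amino acid list, 3 among the glucosidases, 5 among the lipases and 2 among the larval proteins, so these counts are not wholly independent of the study's selection. Without the paper's genes the lipase list had adjusted p = 0.077 in females, and after quantile normalization adjusted p = 0.0597.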

Of the probesets that were regulated in a sex-specific manner, downregulation was slightly more prevalent than upregulation. 

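Probesets that passed in females and not in males numbered 822, 390 higher and 432 lower in *sesB1* flies, and those that passed in males and not in females numbered 192, 80 higher and 112 lower. After quantile normalization these lists held 310 probesets, 174 higher and 136 lower, and 371 probesets, 249 higher and 122 lower, so that the share of higher probesets went from 41.7% to 67.1% in males only and the prevailing direction turned in both lists. A test of the difference between the sexes, the interaction of sex and genotype, was passed by 691 of the 822 (84.1%) and 157 of the 192 (81.8%). Both lists were chosen by a difference between the sexes on the same arrays, which raises these shares. In the other sex, 345 of the female list and 73 of the male list passed an adjusted p under 0.05 in the same direction with a change of less than 2-fold. Genes with a high share of their transcripts in females fell as a group in females: of 433 probesets at least 8-fold higher in wild-type females than in wild-type males, 84.1% fell in *sesB1* females (adjusted p under 0.05 from limma), with a median log2 fold change of -0.87, and of -0.06 after quantile normalization. Over all 18769 probesets the interaction was passed by 5183, with the *sesB1* effect more positive in females for 2178 and more negative for 3005, and by 1781 after quantile normalization.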

We inspected in more detail the expression patterns and GO terms of the 20 most up- or downregulated sex-specific annotated genes in each sex (Table 3), which revealed a consistent pattern. 

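Of the 80 genes in Table 3, 72 had a probeset of their own, and 70 of these passed an adjusted p under 0.05 from limma and a change of at least 2-fold in the listed sex and direction. The study chose these genes on these samples, so the count is not independent evidence of their direction. A test of the interaction of sex and genotype was passed by 67 of the 72, while 29 also passed an adjusted p under 0.05 in the other sex in the same direction. The genes were listed for a change in a single sex on the same arrays, which raises the count of 67. After quantile normalization the interactions of LManIII, CG34166, CG8093, Ser8, PGRP-SB1, CG13113, bam, cid and Cyp6a2 did not pass, that of CG34166 with the opposite direction. Listed genes that reached 2-fold in both sexes were CG9463 (LManIII), a lysosomal alpha-mannosidase (5.59 in females and 2.22 in males on the log2 scale), CG34166 (4.35 and 2.35), CG34040 (1.95 and 3.75) and another mannosidase gene, LManVI. The female value of CG34040 (adjusted p = 0.0293) did not pass after quantile normalization (1.63), nor without each of 5 of the 7 female arrays in turn. Vav, a guanine nucleotide exchange factor, rose in males (1.93, adjusted p = 1.01e-06) and less in females (0.89, adjusted p = 0.000853) on the probeset used. Its other probeset had 0.05 in males (adjusted p = 0.701) and passed toward lower in females (-0.30, adjusted p = 0.0471). TwdlX, a cuticle gene of the Tweedle family, had a log2 fold change of -0.06 in males (adjusted p = 0.817), and Cngl, a cyclic nucleotide-gated channel gene, -0.01 (adjusted p = 0.949), with another probeset of Cngl at -1.62 (adjusted p = 5.24e-06). The median log2 fold changes of the 4 parts were 2.63 for genes higher in females, -2.05 for genes lower in females, 1.93 for genes higher in males and -1.99 for genes lower in males.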

The sex-specific upregulated genes fell mostly into similar categories as those regulated bisexually, suggesting that these represent pathways regulated in a similar way in the two sexes, but in which specific genes were rejected in one sex. This might have been due to the stringent statistical filtering, or, alternatively, to the quantitative limitations of the method, in comparison with quantitative PCR (see Table 2). 

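Digestive proteases and secretory proteases of the spermatheca rose in *sesB1* females. Of 9 spermathecal protease genes, 6 were higher in females, the same 6 adjusted over the list alone (adjusted p = 4.29e-05 by camera, adjusted p = 0.191 with an estimated correlation), and 1 was lower in males. Of these, 4 stand in Table 3 and were chosen on these samples, among them CG17239 (log2 fold change 2.77, standard error 0.07, adjusted p = 5.85e-08 from limma), Ser12 (2.64, adjusted p = 3.48e-06) and CG9897 (2.63, adjusted p = 8.27e-06), all predicted serine proteases. In males their values were 0.33 (adjusted p = 0.61), -0.09 (adjusted p = 0.821) and 0.05 (adjusted p = 0.928). For CG17239, *sesB1* male array 4 stood at -0.56, against a mean of -2.19 in the other *sesB1* male arrays. Each of the named genes differed between the sexes (interaction adjusted p = 0.000709, 9.65e-06 and 0.000118). Since the spermatheca is an organ of females, these interactions cannot tell a response particular to females from the lack of this tissue in males. Of 24 midgut trypsin and Jonah protease genes, 14 were higher and 1 lower in females (16 and 1 adjusted over the list alone; adjusted p = 3.07e-05 by camera, adjusted p = 0.485 with an estimated correlation). In males 5 were higher and 8 lower (6 and 10 over the list alone; adjusted p = 0.0802 by camera). The male list passed toward lower after quantile normalization (adjusted p = 0.0263), without the paper's genes (adjusted p = 0.0475) and, chosen after seeing the data, without wild-type male array 2 and *sesB1* male array 4 (adjusted p = 0.0118), and 9 of the female list were higher after quantile normalization. The list moved differently in the sexes (interaction adjusted p = 6.5e-08 by camera, adjusted p = 0.326 with an estimated correlation). CG18179 rose 15.2-fold in females (adjusted p = 7.12e-06), Ser8 by 2.40 and Jon99Ci by 1.85, of which CG18179 and Ser8 stand in Table 3. Gnmt, which encodes glycine N-methyltransferase, rose 16.3-fold in females (log2 fold change 4.03, standard error 0.18, adjusted p = 2.62e-06 from limma) and 1.44-fold in males (adjusted p = 0.00949). The list of amino acid and one-carbon genes did not move one way between the sexes as deposited (interaction adjusted p = 0.716 by camera). After quantile normalization it was more negative in females (adjusted p = 2.76e-05 by camera, adjusted p = 0.276 with an estimated correlation). As deposited, 7 members were more positive in females, among them Gnmt, Hpd and hgo, and 9 more negative. The interactions of Hpd and hgo did not pass after quantile normalization and had the opposite direction. Among the 9 were the folate enzyme gene Nmdmc (2.06 in males and 0.62 in females), CG11899 for phosphoserine aminotransferase (1.75 and 0.47), CG3999 for glycine decarboxylase (1.82 and 0.94) and CG9547 for glutaryl-CoA dehydrogenase (2.03 and 0.94). Each had an interaction of sex and genotype at an adjusted p of 0.0022 or lower. tobi (CG11909), an alpha-glucosidase gene, rose in males (2.52, adjusted p = 2.21e-06) and had 1.07 in females (adjusted p = 0.0784).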

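Single genes of metabolism fell in *sesB1* males, although more members of the P450 and lipase lists rose than fell there. CG18301, a predicted lipase, was 18.7-fold lower in males (log2 fold change -4.23, standard error 0.16, adjusted p = 1.72e-07 from limma), and its log2 fold change in females was -0.01 (adjusted p = 0.928). The cytochrome P450 genes Cyp6a2 (-1.73, adjusted p = 9.96e-06) and Cyp312a1 (-1.58, adjusted p = 9.61e-07) fell in males, and Cyp6a2 also fell in females (-0.85, adjusted p = 0.00385). Jon99Fi and Jon65Ai, digestive serine proteases, fell in males by log2 fold changes of -1.55 (adjusted p = 7.81e-06) and -0.93 (adjusted p = 5.04e-05). In females Jon65Ai had 0.14 (adjusted p = 0.422) and Jon99Fi -0.81 (adjusted p = 0.0104), the latter at -0.35 without passing the test after quantile normalization. The effect on CG18301, Cyp312a1 and Jon65Ai differed between the sexes (interaction adjusted p = 6e-09, 4.04e-05 and 0.000171).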

Some of the genes that were specifically downregulated in males were also in these categories. However, the remaining genes that were downregulated in males, and almost all of those that were downregulated in females, were associated with reproduction and broadly consistent with the organismal phenotype. Thus, the genes that were most downregulated in females were predominantly involved in oogenesis – including chorion formation and cell division functions – which is consistent with defective oocyte development. 

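Of 30 testis and spermatogenesis genes, 16 were lower and 0 higher in males (18 lower adjusted over the list alone; adjusted p = 3.58e-06 by camera, adjusted p = 0.3 with an estimated correlation), but after quantile normalization 4 were lower and 2 higher (adjusted p = 0.54 by camera, toward higher). Without wild-type male array 2 and *sesB1* male array 4, chosen after seeing the data, 9 were lower. dj, a protein of the sperm tail, had a log2 fold change of -0.79 in males (adjusted p = 0.000126), and can, a testis transcription factor, -0.81 (adjusted p = 0.000297). In *sesB1* females the same list held 1 gene higher and 0 lower, 0 over the list alone (adjusted p = 0.0457 by camera toward higher, adjusted p = 0.655 with an estimated correlation, and adjusted p = 0.787 toward lower after quantile normalization). The testis transcripts did not have the same level in all *sesB1* female arrays. The median of the list was -2.25 in array 4 and -3.21 in array 2, and -4.70 and -4.94 in arrays 1 and 3. Without arrays 2 and 4, an alternative chosen after seeing the data, the list had adjusted p = 0.485 in females. Yp1, which encodes a yolk protein, had log2 fold changes of -0.07 in females (adjusted p = 0.572), reversed to 0.84 after quantile normalization, and -0.99 in males (adjusted p = 0.816). Of 3 yolk protein genes none passed in females (adjusted p = 0.847 by camera) or in males (adjusted p = 0.809), and none at an unadjusted p under 0.05 in females, whereas 3 were higher in females after quantile normalization. In males the arrays differed in their female transcripts, with an eggshell median of -0.96 in wild-type male array 2, against -3.22 and -3.20 in arrays 1 and 3.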

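Of 24 measured genes of the eggshell list, 16 were lower and 4 higher in *sesB1* females (17 and 6 adjusted over the list alone; adjusted p = 0.0177 by camera, adjusted p = 0.632 with an estimated correlation), but after quantile normalization 3 were lower and 7 higher (adjusted p = 0.594, toward higher). Without wild-type female array 2 the list had adjusted p = 0.0641. The members went in opposite directions. The 7 chorion protein genes, among them Cp18 (-2.12, adjusted p = 0.00546), had log2 fold changes from -2.12 to -1.19. The 5 vitelline membrane genes, among them Vm32E (1.74, adjusted p = 0.0026) and psd (1.21, adjusted p = 0.000904), had values from 0.26 to 1.74. Cp18, Vm32E and psd were named after their values were seen. Cp18 did not pass the test after quantile normalization (-0.85). CG31661 (-2.43, adjusted p = 6.54e-05), CG13113 (-2.36, adjusted p = 0.000782; -1.08 after quantile normalization, not passed) and CG14059 (-2.51, adjusted p = 0.000141) fell and stand in Table 3, the last now known as Ilp8, an insulin-like peptide and not an eggshell protein. Without the 5 genes that the study chose on these samples, 11 of 19 were lower and 4 higher (adjusted p = 0.248 by camera). Of 33 germline and oocyte patterning genes, 18 were lower and 1 higher in females (21 and 1 adjusted over the list alone; adjusted p = 0.000686 by camera, adjusted p = 0.554 with an estimated correlation), but 2 were lower and 9 higher after quantile normalization (adjusted p = 0.0221, toward higher). bam, which drives the differentiation of germline stem cells, fell 4.87-fold (log2 fold change -2.28, standard error 0.19, adjusted p = 7.05e-05 from limma). c(2)M, of the synaptonemal complex, had -1.30 and spn-E, a helicase of the piRNA pathway, -1.06, with -0.79 and -0.17, not passed, after quantile normalization. The paper describes the genes lowered most in females as mainly of oogenesis, which it finds compatible with a defect of oocyte development. It also reports smaller ovaries at 2 days, female sterility and a global analysis of gene functions.

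**Figure D2:**
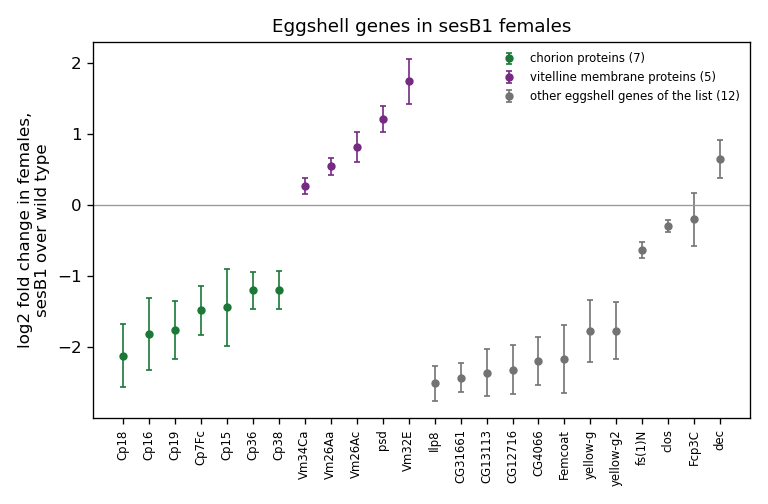
Log2 fold change of *sesB1* against wild type in females for the 24 measured genes of the eggshell list (values as deposited), with 7 chorion protein genes, 5 vitelline membrane genes and 12 other genes in separate colours. Points are limma estimates from 3 wild-type and 4 *sesB1* arrays and bars are 1 standard error; after quantile normalization 7 genes were higher and 3 lower.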

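Genes of the male accessory gland and ejaculatory duct fell together in *sesB1* males. Of 34 measured, 27 were lower and 1 higher (29 and 1 adjusted over the list alone; adjusted p = 1.24e-13 by camera, adjusted p = 0.3 with an estimated correlation). Ebp, an ejaculatory bulb protein, fell 2.32-fold (log2 fold change -1.21, standard error 0.07, adjusted p = 2.03e-06 from limma). The seminal fluid genes SP, for the sex peptide that alters female behaviour after mating, and Acp26Aa, for a peptide that stimulates ovulation, had log2 fold changes of -0.64 (adjusted p = 0.000819) and -0.69 (adjusted p = 0.000185). In a joint fit of the 4 groups these 3 did not pass and 12 genes of the list were lower. CG5278 (sit), a predicted fatty acid elongase gene, had -2.07 (adjusted p = 3.1e-07), the odorant-binding protein gene Obp56i -1.97 (adjusted p = 7.53e-06) and CG33325 -1.83 (adjusted p = 3.57e-05), these 3 being in Table 3 and chosen on these samples. In *sesB1* females the list held 3 genes higher and 0 lower, 1 over the list alone (adjusted p = 0.00906 by camera, adjusted p = 0.594 with an estimated correlation). The effect differed between the sexes (interaction adjusted p = 1.27e-08 by camera, adjusted p = 0.326 with an estimated correlation). Since these are organs of males, this interaction cannot tell a response particular to males from the lack of this tissue in females. It was not run without *sesB1* female arrays 2 and 4. The accessory gland transcripts had a median of -2.06 in *sesB1* female array 4 and -3.31 in array 2, against -4.81 and -4.88 in arrays 1 and 3 and -5.21, -4.88 and -5.04 in the wild-type females. Without arrays 2 and 4, chosen after seeing the data, the female list had adjusted p = 0.308, and after quantile normalization 0 genes higher and adjusted p = 0.705.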

In males, the most prominent set of sex-specific downregulated genes were expressed primarily, or exclusively, in the accessory glands and have been implicated in pheromone perception and other aspects of courtship behavior, in which *sesB^1^* males were defective. Global GO analysis of the annotated genes that showed alterations in their expression in a sex-specific manner in *sesB^1^* flies (supplementary material Tables S4, S5) was consistent with this ‘top 20’ analysis, although many ovary-specific or ovary-enriched genes that are involved in oogenesis are listed under other categories – such as anatomical structure development, cell cycle, cell differentiation, cell division, chromosome or cytoskeleton organization, mitosis, chromosome segregation or DNA metabolic process.

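Of 32 genes of the cell cycle and DNA replication, 30 were lower and none higher in *sesB1* females (31 lower adjusted over the list alone; adjusted p = 3.09e-12 by camera, adjusted p = 0.374 with an estimated correlation). In males 1 was lower (0 over the list alone; adjusted p = 0.152 by camera). The effect on the list differed between the sexes (interaction adjusted p = 3.17e-09 by camera), but not with an estimated correlation (adjusted p = 0.361) or after quantile normalization (adjusted p = 0.844), under which 9 genes were lower in females and 6 in males (adjusted p = 0.00153 by camera in males). Of the list, 21 members were at least 8-fold higher in wild-type females than in wild-type males. The interaction therefore cannot tell a different response from a difference in tissues. mei-38 (ssp1), a protein of the meiotic spindle, fell 7.21-fold in females (log2 fold change -2.85, standard error 0.10, adjusted p = 3.67e-07 from limma), and its value in males was -0.17 (adjusted p = 0.147). cid, the centromeric histone, had -1.84 (adjusted p = 0.000214), and mus101, a protein of DNA replication and its checkpoint, -1.87 (adjusted p = 0.000102). These 3 stand in Table 3 and were chosen on these samples. Orc1, a subunit of the origin recognition complex, had a log2 fold change of -1.65 in females (adjusted p = 0.000884) and -0.03 in males (adjusted p = 0.893), a difference that passed the interaction test (adjusted p = 0.000925), but not after quantile normalization.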

**Fig. 3.**
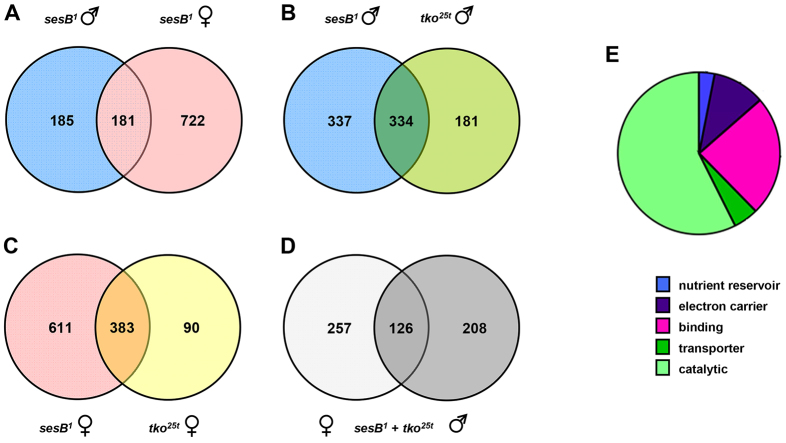
**Summary of transcriptomic analysis of *sesB^1^* flies.** (A–D) Diagrammatic representation of degree of overlap between probesets that had altered expression from wild type; fly strains and sexes are indicated. For details, see supplementary material Tables S1–S7. (E) GO classification by molecular function of the genes that showed altered expression in *sesB^1^* flies of both sexes (panel A; supplementary material Table S1).

**Table 3.**
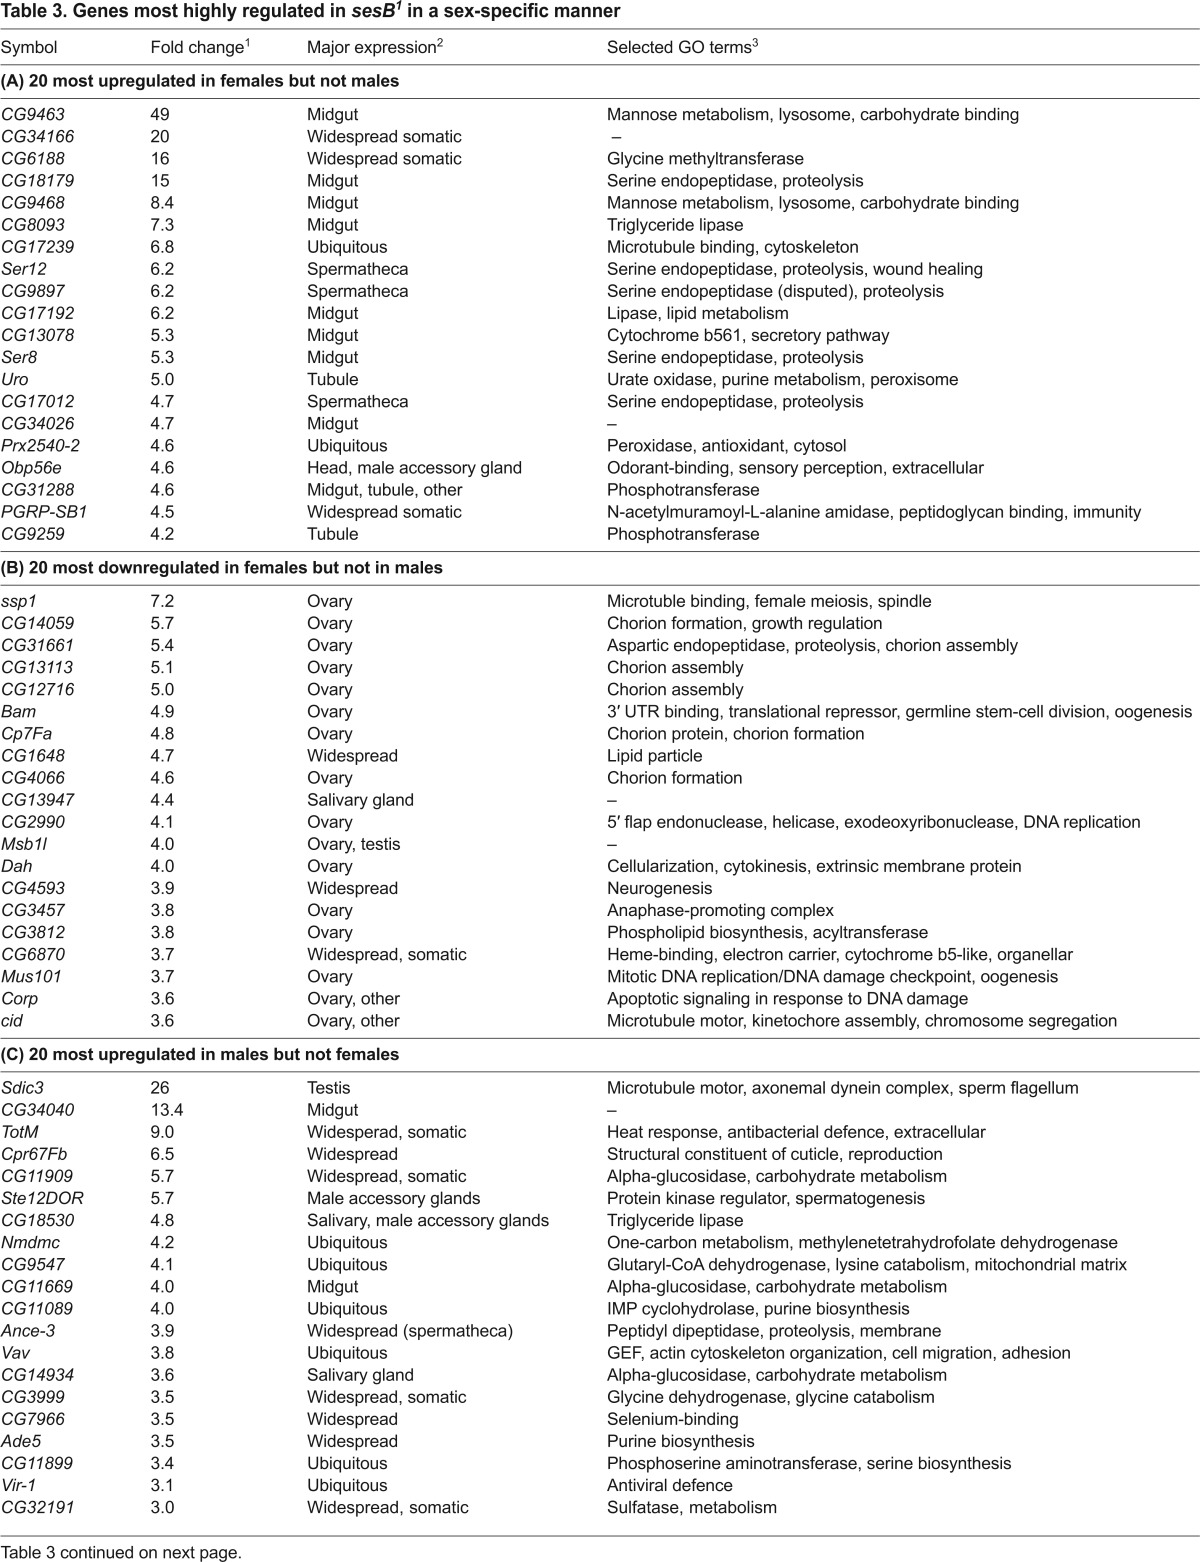

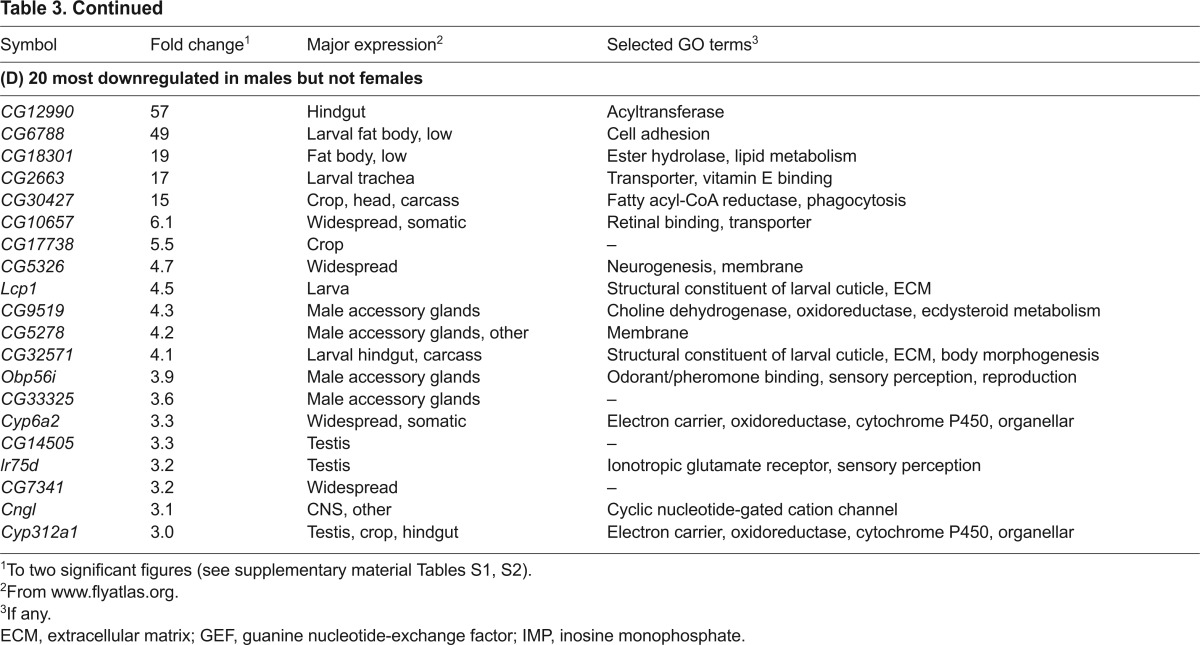
Genes most highly regulated in *sesB^1^* in a sex-specific manner

### Changes in gene expression in *sesB^1^* flies overlap those in *tko^25t^*

Next, we compared the patterns of change in gene expression in *sesB^1^* flies with those seen in *tko^25t^* (Fig. 3B–D; supplementary material Tables S6–S10) in order to reveal both common and distinct pathways that are affected in these models of two major classes of mitochondrial disease. For coherence with the previous analysis of *tko^25t^* (Fernández-Ayala et al., 2010), we applied a slightly more relaxed criterion of a statistically robust expression difference of ≥1.5-fold. 

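At an adjusted p under 0.05 from limma and a change of at least 1.5-fold, 3038 probesets differed between *sesB1* and wild-type females, 1402 higher and 1636 lower, and 1233 between *sesB1* and wild-type males, 763 higher and 470 lower. Both lists held 630 probesets, 602 of them changed in the same direction, 510 higher and 92 lower. Quantile normalization left 1326 probesets in females, 729 higher and 597 lower, so that the prevailing direction turned. The genes that this criterion adds include AcCoAS, for acetyl-CoA synthetase, and Idh, for isocitrate dehydrogenase, with female changes of 1.52-fold and 1.6-fold. After quantile normalization AcCoAS had a log2 fold change of 0.25 in females and did not pass the test. The *tko 25t* arrays are not analysed here.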

In males, approximately two-thirds of the probesets that showed altered expression in *tko^25t^* were also altered in *sesB^1^*, and half of the genes that showed altered expression in *sesB^1^* were also altered in *tko^25t^* with, once again, all but a handful of genes showing the same directional difference in their expression, most of which were quantitatively very similar (Fig. 3B; supplementary material Table S7). In females, the vast majority of the probesets that showed altered expression in *tko^25t^* were also altered in *sesB^1^* flies (383 of 473 probesets), whereas a larger number of the genes that showed altered expression in *sesB^1^* females (611 probesets) did not appear in the *tko^25t^* list (Fig. 3C; supplementary material Table S6). Almost all of the genes that showed the greatest changes in expression in *tko^25t^* flies, whether regulated bisexually or in a sex-specific manner, were altered to a similar degree in *sesB^1^* (supplementary material Table S10). Of those showing the greatest sex-specific changes in *sesB^1^* females, as listed in Table 2, 15 out of 20 of those that were upregulated were also upregulated in *tko^25t^*, whereas only seven out of the 20 most downregulated genes in *sesB^1^* females were also downregulated in *tko^25t^* females. Considering both mutant backgrounds, 126 probesets were regulated in a similar manner in both sexes in both mutant strains (Fig. 3D; supplementary material Table S8), whereas a larger number were sex-specific (Fig. 3D; supplementary material Table S9). GO analysis of the genes that were up- or downregulated in *sesB^1^* females but not in *tko^25t^* females placed these genes in diverse categories. However, more than half of the 122 annotated genes that were downregulated (but almost none of the upregulated genes) are expressed uniquely, or predominantly, in the female reproductive system (www.flyatlas.org).

### Altered expression of metabolic genes in *sesB^1^* reflects the biochemical phenotype

The observed changes in the expression of metabolic genes in *sesB^1^* can be broadly rationalized, as in the case of *tko^25t^*, in the following manner. First, the bulk of ATP production is shifted to glycolysis, with conversion of pyruvate to lactate to regenerate NAD^+^. 

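Of 10 glycolysis genes measured, 1 was higher in *sesB1* females (none adjusted over the list alone; adjusted p = 0.465 by camera). After quantile normalization 0 were higher and 1 lower in females. In males 3 were higher (the same 3 over the list alone; adjusted p = 0.107 by camera). With any probeset of a gene counted, 2 were higher in females and 4 in males. The aldolase gene Ald1 was counted as unchanged by the probeset used, while its other probeset rose by 1.81 in females and 0.85 in males. The list's median in females was 0.03, and -0.06 after quantile normalization. In males Pgi, for glucose phosphate isomerase, had a log2 fold change of 0.30 (adjusted p = 0.0094). There were also Tpi, for triose phosphate isomerase, with 0.28 (adjusted p = 0.014), and Hex-C. The values of Pgi and Tpi missed the threshold without wild-type male array 2 and *sesB1* male array 4, an alternative chosen after seeing the data. The hexokinase gene Hex-A was 0.25 in females (adjusted p = 0.0301) and did not pass after quantile normalization (0.14) or median centring (0.21). Gapdh2, Pyk and the lactate dehydrogenase gene had no probeset of their own among those measured. For this shift the paper also draws on measured metabolites, among them a higher level of lactate, measured in flies older than those on the arrays. Genes of a list set for the TCA cycle rose in part. The list also holds Mdh1 of the cytosol. The listed genes kdn, SdhA, Fum1, Mdh2, Pdha and Pdhb had no probeset of their own, which left 14 measured. Of 14, 7 were higher in females (7 adjusted over the list alone; adjusted p = 0.00593 by camera, adjusted p = 0.554 with an estimated correlation). In males the count was 6 (6 over the list alone; adjusted p = 0.00172 by camera, adjusted p = 0.496 with an estimated correlation), and in females 1 passed after quantile normalization and 4 without *sesB1* female arrays 2 and 4. The median of the list in females was 0.25, where muscle genes had 0.30 and neuronal genes 0.26. Of 433 probesets at least 8-fold higher in wild-type females than in wild-type males, 84.1% fell in *sesB1* females. Whether a changed share of tissues raised the list in females was not tested. Idh had log2 fold changes of 0.68 in females (adjusted p = 0.000448) and 0.45 in males (adjusted p = 0.00309). Mdh1, for the cytosolic malate dehydrogenase, rose in males (0.59, adjusted p = 0.000115) with an effect that differed between the sexes (interaction adjusted p = 0.000172).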

Second, fatty acids and amino acids are mobilized, and anaplerotic pathways induced to maintain the flow of carbon skeletons for biosynthesis. Thus, there was upregulation of a set of enzymes that converged on pyruvate and acetyl-CoA in both sexes – fructose-1,6-bisphosphatase, aldolase, phosphoenolpyruvate carboxykinase (Pepck), lactate dehydrogenase, acetyl-CoA synthetase and aldehyde dehydrogenase, as well as alcohol dehydrogenase in females (supplementary material Table S11). 

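Genes of fatty acid beta-oxidation rose in *sesB1* males, 6 of 8 measured (7 adjusted over the list alone; adjusted p = 3.3e-05 by camera, adjusted p = 0.3 with an estimated correlation). In females 3 were higher, the same 3 over the list alone (adjusted p = 0.126 by camera). The effect was larger in males (interaction adjusted p = 0.0115 by camera, adjusted p = 0.419 with an estimated correlation). yip2, for a thiolase, was 2.32-fold higher in males (log2 fold change 1.21, standard error 0.08, adjusted p = 6.26e-06 from limma). It had a log2 fold change of 0.49 in females (adjusted p = 0.00731), which after quantile normalization was 0.32 and did not pass. CPT2, for a carnitine palmitoyltransferase, rose in males (0.57, adjusted p = 0.000757) and in females (0.44, adjusted p = 0.00306). The median log2 fold change of the amino acid and one-carbon genes was 0.61 in females and 1.09 in males.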

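Of the 7 enzymes listed here, 4 had a probeset of their own, and fbp, Pepck1 and AcCoAS were higher in *sesB1* flies of both sexes (adjusted p = 0.0138 by camera, adjusted p = 0.3 with an estimated correlation in females; adjusted p = 0.00198 by camera, adjusted p = 0.3 with an estimated correlation in males). The same 3 passed when adjusted over the list alone, and since the study drew these enzymes from these samples, their direction is not independent evidence. AcCoAS, for acetyl-CoA synthetase, had log2 fold changes of 0.61 in females (adjusted p = 0.00167 from limma) and 0.58 in males (adjusted p = 0.00137). It was 0.25 in females after quantile normalization, which did not pass the test. The probeset used for the aldolase gene Ald1 had 0.04 in females (adjusted p = 0.89) and no difference in males (adjusted p = 0.998). Its other probeset was higher by 1.81 in females (adjusted p = 0.000181) and 0.85 in males (adjusted p = 3.34e-05). The genes of lactate dehydrogenase, aldehyde dehydrogenase and alcohol dehydrogenase had no probeset that carried only their own symbol and are not reported here.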

A second Pepck isogene (CG10924) and a testis-specific lactate dehydrogenase gene were downregulated (in males). 

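Pepck2 (CG10924), the other gene for phosphoenolpyruvate carboxykinase, was 1.51-fold lower in *sesB1* males (log2 fold change -0.60, standard error 0.10, adjusted p = 0.00152 from limma). Its log2 fold change in females was -0.12 (adjusted p = 0.444), -0.32 and past the threshold after quantile normalization, and the effect differed between the sexes (interaction adjusted p = 0.0212). CG13334, which encodes a protein related to lactate dehydrogenase and is taken here as the testis gene that the paper leaves unnamed, was 2.04-fold lower in males (log2 fold change -1.03, standard error 0.13, adjusted p = 0.000345 from limma) and had -0.07 in females (adjusted p = 0.755; interaction adjusted p = 0.0028). Neither interaction passed after quantile normalization. Both changes in males passed when adjusted over the list of these 2 genes alone, which the study chose on these samples.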

There was also an overlap between the sets of genes that showed altered expression in *sesB^1^* and those that are altered under starvation (Farhadian et al., 2012), although some of the changes were in opposite directions (supplementary material Table S12).

### Testing for phenotypic complementation of *sesB^1^* by altered mtDNA background or *spargel* overexpression

In previous work, we have described the partial alleviation of the phenotypes of *Drosophila* mutants that represented mitochondrial disease models associated with cytochrome oxidase deficiency (Fernández-Ayala et al., 2009; Kemppainen et al., 2014), complex I deficiency (Sanz et al., 2010a), DNA polymerase γ disease (Humphrey et al., 2012) and disorders of mitochondrial protein synthesis (Kemppainen et al., 2009; Chen et al., 2012). The similar organismal phenotypes and the overlapping patterns of altered gene expression in *tko^25t^* and *sesB^1^* led us to question whether the same strategies might be effective in *sesB^1^* flies.

We have previously reported that the BER-1 mtDNA background, which produced a clear phenotypic improvement in *tko^25t^*, had no effect on the developmental phenotype of *sesB^1^*, although there was a partial rescue of its short lifespan (Chen et al., 2012). Note, however, that observations of eclosion timing and bang sensitivity that we reported in that publication were made after backcrossing *sesB^1^* directly into the BER-1 cytoplasmic background, which remained infected with the endosymbiont *Wolbachia*. Furthermore, the continued presence of *Wolbachia* compromised the increase in the lifespan of *sesB^1^* that was conferred by the BER-1 mtDNA background (see figure 3 in the supplementary data of Chen et al., 2012). Therefore, we investigated whether the BER-1 mtDNA background, in the absence of *Wolbachia*, was able to rescue the developmental phenotype of *sesB^1^*.

BER-1 females, after removal of *Wolbachia* by tetracycline treatment (Dobson et al., 2002; Chen et al., 2012), were backcrossed for more than five generations to *sesB^1^* in order to create a cybrid strain that contained BER-1 mtDNA but the original nuclear genome of *sesB^1^*. Phenotypic testing of the cybrid flies indicated a partial rescue of both developmental delay (Fig. 4A) and bang sensitivity (Fig. 4C). In previous work, we found that the partial rescue of *tko^25t^* by the BER-1 mtDNA background was accompanied by an increased expression level of the *Drosophila PGC-1α* homolog *spargel* (Chen et al., 2012) and, furthermore, that overexpression of *spargel* was able to phenocopy the effect. However, in the *sesB^1^* flies we did not find any effect of the BER-1 mtDNA background on the expression level of *spargel* (Fig. 4D), indicating that this is not the mechanism of rescue.

**Fig. 4.**
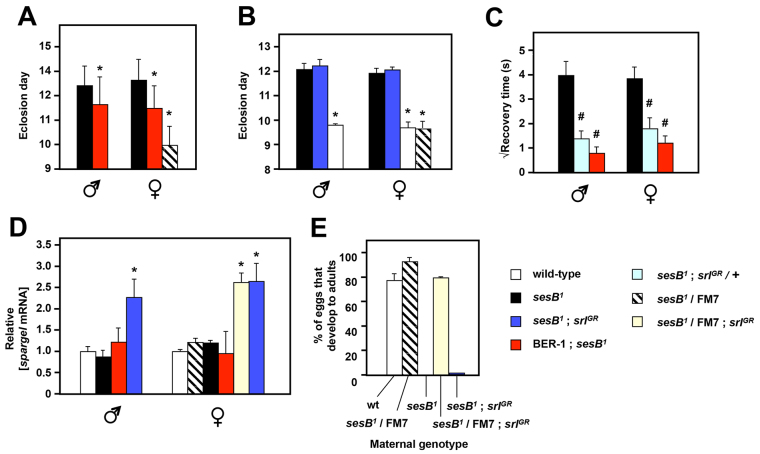
**Testing rescue of *sesB^1^* by altered mtDNA background or *spargel* overexpression.** (A,B) The day of eclosion of flies of the genotypes and sexes indicated is shown; means±s.d. from three replicate experiments. FM7 is the X-chromosomal balancer chromosome used to maintain heterozygosity for *sesB^1^*, which gives a wild-type phenotype. BER-1;*sesB^1^* denotes cybrid flies (BER-1 mtDNA, *sesB^1^* mutation and nuclear background). *srl^GR^* (an additional genomic copy of *spargel*) was homozygous, as indicated. (C) The square-root of the recovery time from mechanical shock (bang sensitivity) of flies of the genotypes and sexes indicated; means±s.e.m. are shown. *srl^GR^* flies in this experiment were hemizygous. The number of individually analyzed flies of each genotype was between 19 and 24 for the different classes. In B and C, ^#^*P*<0.05, *P<0.01 between *sesB^1^* and other data classes. Note that *t*-test or ANOVA cannot be meaningfully implemented for A owing to the skewed distribution of the day of eclosion in the BER-1 mtDNA background; hence the data are only indicative. The partial rescue of bang sensitivity by overexpression of *spargel* is statistically significant, but because an entire chromosome is replaced in this experiment, we cannot exclude a contribution of the genetic background. (D) Relative *spargel* mRNA levels, in flies of the sex and genotype indicated, normalized to the value in the same sex for wild-type flies. Only the lines that overexpressed *spargel* showed a significant increase in the mRNA, denoted by *, as above. (E) The mean proportion of eggs that developed into adults for the offspring of females, of the genotypes indicated, mated to wild-type males. Means±s.d. from three replicate experiments are shown.

We also tested directly whether *spargel* overexpression was able to suppress the *sesB^1^* phenotype. Despite an apparent partial rescue of bang sensitivity (Fig. 4C), there was no rescue of developmental delay (Fig. 4B), despite the increase in *spargel* expression at the RNA level that was conferred by the extra copy of the gene (Fig. 4D). *spargel* overexpression produced only a minimal rescue of the sterility of *sesB^1^* females when mated to wild-type males (Fig. 4D), which was also the case for the BER-1 flies, with only a slight increase in the number of survivors as compared with that resulting from control crosses.

### Phenotypic complementation of *sesB^1^* by AOX expression

Use of a respiratory chain bypass for complexes III and IV, via the alternative oxidase (AOX) from the sea squirt *Ciona intestinalis*, should facilitate electron flow through complex I, if the latter is inhibited by a limitation on ATP synthesis imposed by ANT dysfunction. This is predictable from the fact that complex I, combined with AOX, pumps fewer protons per electron than the regular respiratory chain. Any additional restriction due to a decrease in complex IV activity (Fig. 2D) might also be circumvented. Furthermore, respiration through complex II or other dehydrogenases that donate electrons to ubiquinone should also be facilitated under such conditions, because, when combined with AOX, they do not pump any protons. Thus, AOX expression should relieve *sesB^1^* phenotypes that result from disturbed redox or metabolic homeostasis, but not those caused by decreased ATP synthesis per se.

Testing showed that AOX expression was unable to rescue developmental delay (Fig. 5A), although there was, once again, a minor degree of rescue of bang sensitivity (Fig. 5B), which was not further enhanced by *da-GAL4*-driven high-level expression. Expression of the alternative mitochondrial NADH dehydrogenase Ndi1 from yeast (Fig. 6A) was also unable to rescue developmental delay and, instead, tended to increase it.

**Fig. 5.**
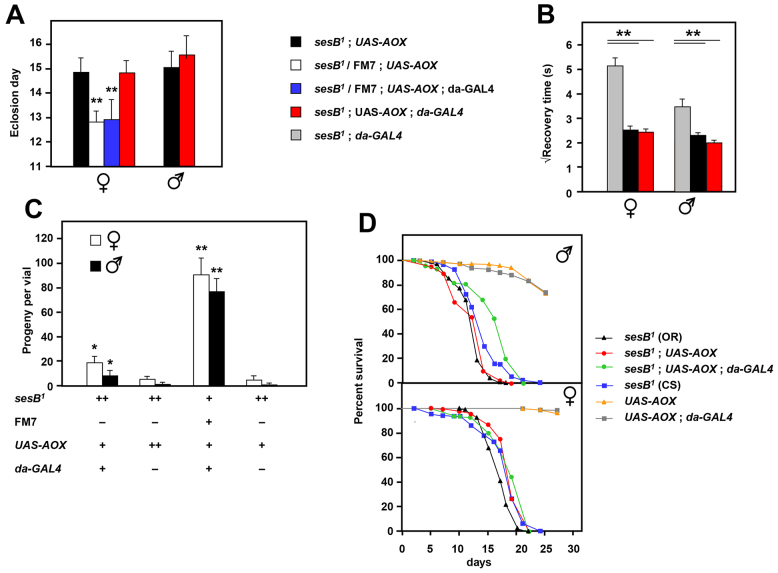
**Partial rescue of *sesB^1^* by AOX expression.** (A) The day of eclosion of flies of the genotypes and sexes indicated, reared at 22°C. Where present, *da-GAL4* and *UAS-AOX* transgenes were hemizygous. ** significant differences between *sesB^1^* and other data classes (*P*<0.01). The means±s.d. from eight to 14 replicate experiments are shown. (B) Bang sensitivity – the square-root of recovery time from mechanical shock of 3-day-old flies of the genotypes and sexes indicated, reared at 22°C; means±s.e.m. are shown. 79–215 flies of each class were analyzed individually. **P<0.01 between data classes for each sex (calculated by Student’s *t*-test with Bonferroni correction). (C) Mean numbers of offspring per vial as a result of mating females of the indicated genotypes (reared at 22°C) with wild-type (Oregon R) males. +, hemizygous; ++, homozygous; −, absence of a given marker, balancer or transgene. *P<0.05, **P<0.01 between *sesB^1^;AOX* and other data classes for each sex (Student’s *t*-test). (D) Lifespan curves for male flies of the indicated genotypes. Canton S (CS) and Oregon R (OR) are different strain backgrounds, which show curtailed lifespans similar to that of *sesB^1^*. Where present together, *da-GAL4* and *UAS-AOX* transgenes were hemizygous. When *UAS-AOX* alone was present, it was homozygous in order to control for the number of copies of the *mini-white* selectable marker. The survival curve for AOX-expressing males is significantly different from all of the control lines, including *sesB^1^* in either genetic background (log-rank test, *P*<0.001). However, given that the increase in mean lifespan was quantitatively minor, and was not seen in females, a contribution from the genetic background cannot be excluded.

**Fig. 6.**
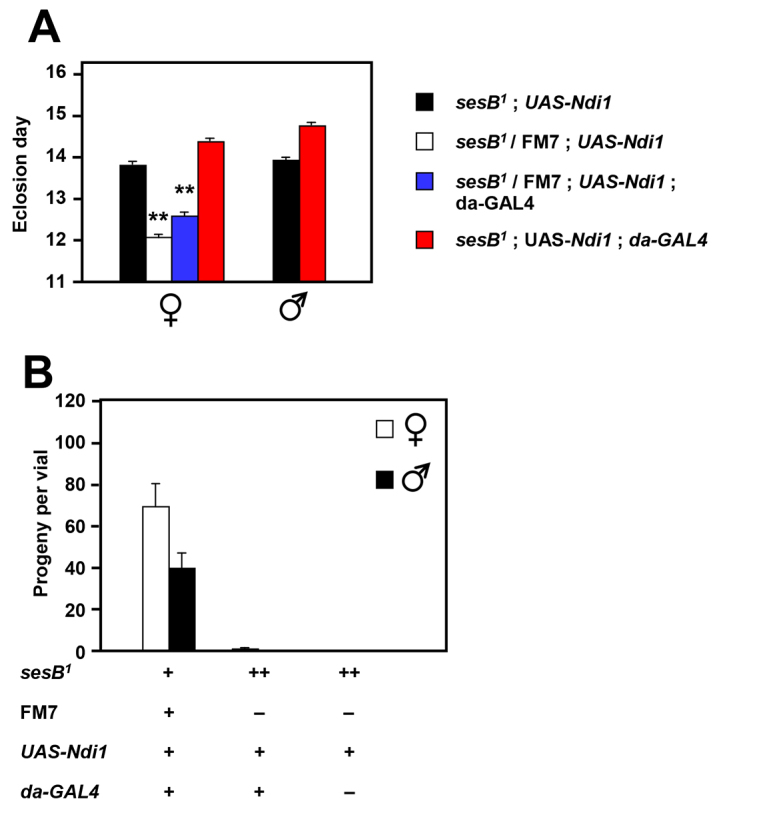
**Lack of rescue of *sesB^1^* by Ndi1 expression.** (A) The day of eclosion of flies of the genotypes and sexes indicated; means±s.e.m. from three biological replicates are shown. Where present, *da-GAL4* and *UAS-Ndi1* transgenes were hemizygous. **P<0.01 between *sesB^1^;Ndi1* and other data classes for each sex (Student’s *t*-test with Bonferroni correction where appropriate). (B) The mean numbers of offspring per vial resulting from the mating of females of the genotypes indicated with wild-type (Oregon R) males. +, hemizygous; ++, homozygous; −, absence of a given marker, balancer or transgene.

To test for the possible rescue of female sterility, we crossed *sesB^1^* females (1- to 4-day-old virgins) that also carried transgenic upstream activator sequence (*UAS*)-*AOX* (Fernández-Ayala et al., 2009), with or without the ubiquitously acting *da-GAL4* driver, with wild-type males. Control females that were heterozygous for *sesB^1^* gave substantial numbers of progeny (Fig. 5C), but, unlike non-transgenic *sesB^1^* homozygous females or the flies that had been tested previously in the BER-1 mitochondrial or *spargel* overexpressor backgrounds, those flies also endowed with *UAS-AOX* gave progeny well in excess of the ~0.1% survivor rate obtained routinely from *sesB^1^* females. In the presence of only the transgene encoding UAS-AOX, the number of progeny was ~3% of the number from control crosses, but the additional presence of the *da-GAL4* driver raised this to 15–20% (Fig. 5C). Ndi1 expression failed to rescue female sterility, with only a tiny number of progeny (Fig. 6B). Note that the experiments using the transgenes that encoded UAS-AOX and UAS-Ndi1 were performed in the same genetic background, thus the differences are biologically meaningful, as well as statistically significant.

The short lifespan of *sesB^1^* flies was marginally improved by AOX expression – AOX-expressing males showed a statistically significant increase in their mean lifespan of 3–4 days compared with that of control groups (Fig. 5D), but the effect in females was negligible (Fig. 6B). However, given that the rescue was quantitatively minor and sex-specific, a contribution of the genetic background cannot be excluded.

## DISCUSSION

In this study, we characterized the biochemical and phenotypic consequences of the *sesB^1^* mutation in the major ANT gene of *Drosophila*, and tested different strategies to complement its phenotype *in vivo*. We determined that the mutation limits respiration, causes a moderate deficiency of ATP and increases the level of lactate. Most aspects of the adult phenotype, and alterations in gene expression that affect metabolism, are shared with the *tko^25t^* mutant, revealing common underlying molecular pathways. However, *sesB^1^* flies also exhibit the distinct, and sex-specific, phenotype of female sterility, which is associated with a downregulation of a broad range of genes that are associated with oogenesis. Female sterility was overcome by the expression of AOX from *Ciona*, but this did not rescue developmental delay and only partially alleviated bang sensitivity. Crossing *sesB^1^* into the BER-1 mtDNA background produced modest apparent improvements in the developmental phenotype but had little impact on female fertility, whereas the effects of *spargel* overexpression were even more minor.

### Implications of the biochemical phenotype

The *sesB^1^* biochemical phenotype is the same as that which would be predicted if the mutation causes a decreased rate of adenine nucleotide exchange. The RCR can be construed as reflecting the degree of functional coupling between ATP synthesis and respiratory electron flow. A low RCR (Fig. 1A), combined with ATP deficiency (Fergestad et al., 2006; Terhzaz et al., 2010), as verified here (Fig. 1B), thus reflects either increased proton leak across the inner mitochondrial membrane and/or a limitation on ATP synthesis, either of which are plausible molecular consequences of the *sesB^1^* mutation, which affects the final transmembrane segment of the protein. Despite modeling in yeast, which supported uncoupling as the mechanism of adPEO mutations in ANT1 (Wang et al., 2008), we favor the latter explanation because it is more easily reconciled with the fact that the mutation is recessive and is parsimonious with the reported biochemical phenotype of the V298M adPEO mutation (Kawamata et al., 2011), which affects the residue adjacent to that mutated in *sesB^1^*. Previously, it was shown that decreased expression of wild-type *sesB* decreased the net proton conductance of the inner mitochondrial membrane, whereas its overexpression increased it (Brand et al., 2005). Thus, increased proton leak seems an unlikely explanation for the effect of the *sesB^1^* mutation. Furthermore, the apparent decrease in the amount of functional cytochrome oxidase (Fig. 1D) is a plausible response to a limitation of ATP synthesis as a mechanism to restrict electron flow and prevent increased membrane potential that would result in overproduction of ROS, as seen in the mouse *Ant1* knockout (Esposito et al., 1999). Increased proton leak would be expected to produce, if anything, an opposite response to that observed here.

Based on the findings from transcriptomics and metabolite analysis, we found evidence of a remodeling of metabolism that should favor glycolytic ATP generation – pyruvate was converted to lactate to regenerate NAD^+^, fatty acid and amino acid mobilization and catabolism were induced, as well as the induction of anaplerotic pathways to compensate for a presumed decrease in the mitochondrial import of pyruvate. Furthermore, the major stress-response gene, *Hsp22*, a mitochondrial chaperone of the lens-crystallin superfamily, was upregulated (Morrow et al., 2000; Michaud et al., 2002). As a programmed response to transient mitochondrial insufficiency, we hypothesize that this is sufficient to sustain metabolism and support development, even if the outcome is sub-optimal, yielding flies that are bang-sensitive and defective in reproduction.

### Phenotypic overlap with *tko^25t^*

The *sesB^1^* phenotype has many similarities with that of *tko^25t^*, including decreased ATP levels, developmental delay, bang sensitivity, male courtship defect, hearing impairment and a similar remodeling of the metabolic component of gene expression (Toivonen et al., 2001; Fernández-Ayala et al., 2010; Chen et al., 2012). When considering potential future treatments of these distinct classes of mitochondrial disease, such common molecular pathways might prove fruitful targets.

One major difference between the two mutants is that *tko^25t^* has an essentially normal lifespan (Chen et al., 2012), whereas that of *sesB^1^* is drastically shortened (Fig. 1D). The adult fly is essentially post-mitotic; therefore, in contrast with development – when active cell growth and cell division take place – mitochondrial protein synthesis in adults is required only to keep pace with protein and organelle turnover. A greatly decreased capacity for mitochondrial protein synthesis, as in *tko^25t^*, might thus have severe effects on development, yet still be above the rate that is required for turnover in the adult. If this is the case, the capacity for OXPHOS should gradually increase in *tko^25t^* adults, eventually reaching a level similar to that of wild-type flies, with only a minimal, and probably undetectable, effect on aging.

By contrast, the limitation on respiration and OXPHOS that is conferred by decreased ANT activity in *sesB^1^* should persist in the adult, imposing chronic stress and probably accounting for the drastically curtailed lifespan. One obvious potential stressor that is already associated both with ANT dysfunction and lifespan regulation is excess ROS production. AOX decreases mitochondrial ROS production, even under non-inhibited conditions (Fernández-Ayala et al., 2009; Sanz et al., 2010b), although this is not understood mechanistically. The modest lifespan extension that is produced by AOX, at least in *sesB^1^* males, could thus be mediated through an effect on ROS. However, this increase is quantitatively too small to exclude an effect of genetic background.

A second major difference between *sesB^1^* and *tko^25t^* is that *tko^25t^* females are fertile, despite a reduced rate of egg laying (Fernández-Ayala et al., 2010), whereas *sesB^1^* females are sterile, giving rise to eggs that can be fertilized but fail to complete embryogenesis. This is also reflected in decreased ovary size (Fig. 1G) and the downregulation of many genes that are connected with oogenesis in *sesB^1^* females (Table 3; supplementary material Table S5). Although the number of survivors was slightly increased in the BER-1 mtDNA background or upon increased *spargel* expression, only the expression of AOX, driven by *da-GAL4*, was able to produce a pronounced rescue. By contrast, expression of Ndi1, which bypasses (and also alleviates ROS production at) complex I (Sanz et al., 2010a), had only a negligible effect on female sterility (and lifespan), excluding background effects from the *da-GAL4* driver or the *w^1118^* recipient that was used to generate the transgenic lines. AOX was partially effective at alleviating female sterility, even when expressed only at a low level (without the *da-GAL4* driver), which was also the case for its partial rescue of bang sensitivity, reminiscent of previous observations on its rescue of the locomotor defect that is caused by deficiency of *dj-1β* (Fernández-Ayala et al., 2009).

The fact that AOX partially rescued fertility, whereas Ndi1 did not, can be interpreted in several alternative ways. The first possibility is that rescue by AOX involves the mobilization of substrates that supply electrons downstream of complex I (such as succinate or glycerol-3-phosphate). AOX can transfer these electrons to oxygen without net proton pumping, circumventing the limitation on electron flow that is imposed by the coupling mechanism caused by ANT insufficiency. The second is that the observed downregulation of complex IV in *sesB^1^* flies limits any facilitation of electron flow by Ndi1. AOX bypasses complex IV and so should be unaffected. The third possibility invokes a different metabolic effect of AOX, such as decreased ROS production.

Because the standard UAS-GAL4 system is inactive in the female germline (Rørth, 1998), the AOX-mediated rescue of sterility must be attributable to its expression in somatic tissues, or in the embryo itself. Because *sesB^1^* females are sterile when mated to wild-type males, it is evident that zygotic expression of even *sesB* itself cannot rescue sterility. Thus, it seems unlikely that AOX could do so. Instead, we favor the idea that insufficiency of mitochondrial adenine nucleotide transport in one or more somatic cell types in the ovary leads to a dysregulation of oogenesis that can be rescued by AOX. The fact that so many ovary-specific genes are downregulated in *sesB^1^* is consistent with a general failure of oogenesis rather than a specific metabolic abnormality in developing oocytes.

The somatic cells of the ovary, in particular the follicle cells, play key roles in the patterning of the developing oocyte (Deng and Bownes, 1998; Poulton and Deng, 2007), and many molecular signaling pathways are involved (Roth et al., 1995; Neuman-Silberberg and Schüpbach, 1996; Rørth et al., 2000; Yamamoto et al., 2007; Stein et al., 2013; Fregoso Lomas et al., 2013), some of which are functionally conserved in vertebrates (Charlier et al., 2012). Moreover, cell proliferation and migration – crucial to the developmental function of the follicular epithelium – are commonly regulated by metabolite or redox signaling (Veal and Day, 2011; Hurd et al., 2012). ANT dysfunction might interfere with this signaling, whereas AOX might restore it.

### Modifiers of the *sesB^1^* phenotype

ANT is an abundant component of the protein-rich inner mitochondrial membrane, probably reflecting a quantitative requirement for a high rate of adenine nucleotide transport to match the capacity of ATP synthase. For this reason, a decrease in ANT activity is likely to become limiting for ATP synthesis, with a small margin for compensation by increasing the expression or stabilization of the protein. However, globally increased mitochondrial biogenesis mediated by, for example, *PGC-1α* (*spargel*) would be a plausible compensation strategy. In previous studies, this pathway has been implicated in the partial rescue of *tko^25t^* by the BER-1 mtDNA background (Chen et al., 2012). However, the modest phenotypic improvement in *sesB^1^* that was brought about by BER-1 mtDNA was not accompanied by increased *spargel* expression. Moreover, a twofold overexpression of *spargel* had no effect on the developmental delay of *sesB^1^* flies, indicating that a different mechanism underlies the effects of BER-1-mediated rescue.

Compared with control strains, BER-1 mtDNA contains a number of sequence polymorphisms, which affect both protein- and RNA-encoding genes (Chen et al., 2012). These might act in a variety of ways to modify the *sesB^1^* phenotype – e.g. by altering the functional properties of the OXPHOS system, the architecture of the inner mitochondrial membrane or the output of mitochondrial protein synthesis. An effect on mitochondrial biogenesis that is independent of the *spargel* pathway can also not be excluded. In order to understand how BER-1 influences *sesB^1^* it will be useful to compare in detail the properties of isolated mitochondria from *sesB^1^* and control flies containing BER-1 versus control-strain mtDNA. Regardless of the precise mechanism, our findings provide support for the idea that the mitochondrial genotype can act as a modifier in humans with recessive *ANT1*-linked disease (Strauss et al., 2013).

### *sesB^1^* as a disease model and implications for therapy

Despite its ability to rescue female sterility, AOX expression produced no improvement in the developmental delay of *sesB^1^* flies, consistent with the notion that this phenotype is, most probably, attributable to the limitation on ATP production that is imposed by *sesB^1^*. ATP deficiency, specifically at synapses, has also been suggested to underlie the phenotype of a second mutant allele of *sesB*, *sesB^org^*, which confers temperature-sensitive paralysis (Rikhy et al., 2003).

Overall, our findings indicate that there are at least two pathways by which ANT deficiency can lead to pathological tissue dysfunction, and the *sesB^1^* model now allows these to be explored in further detail. The first pathway is through bioenergetic insufficiency, manifesting as an ATP deficit, of which developmental delay is the principal indication. Its apparent alleviation by the BER-1 mtDNA background might have substantial implications for therapy, if the mechanism can be elucidated. Conversely, despite a large interest in therapeutically boosting PGC1-α expression (Wenz et al., 2008; Srivastava et al., 2009; Dillon et al., 2012; Chaturvedi and Beal, 2013; Komen and Thorburn, 2014; Noe et al., 2013; Hofer et al., 2014), our results indicate that modulating PGC1-α activity might not be a viable strategy for alleviating the features of ANT1 diseases that are associated with bioenergy deficit. Nevertheless, much stronger activation of the pathway, such as using *UAS-spargel*, might yet be worth testing.

The second pathway by which ANT deficiency produces a pathological outcome is the one alleviated by AOX, involving disturbed metabolic or redox homeostasis.

Ubiquitous AOX expression in both the fly and the mouse is essentially benign (Fernández-Ayala et al., 2009; El-Khoury et al., 2013). The benefit of this in future therapy (El-Khoury et al., 2014) is already indicated by the ability of AOX to alleviate the pathological defects that are caused by functional loss of complex IV (Fernández-Ayala et al., 2009; Kemppainen et al., 2014) or other mitochondrial components that are needed for OXPHOS, such as DNA polymerase γ (Humphrey et al., 2012). Here, we extend this range of targets to include ANT, but with an important caveat. Clearly, only some of the phenotypes that are associated with pathological ANT dysfunction can be mitigated by AOX. Thus, any potential use of AOX in therapy for ANT-related, and other mitochondrial, disorders should be based on a clear understanding of the underlying pathological mechanism and the metabolic status. These might differ systematically between tissues, according to nutritional state or under influences of the genetic background.

## MATERIALS AND METHODS

### Flies, maintenance and behavioral assays

*Drosophila melanogaster* lines were as described previously (Toivonen et al., 2001; Fernández-Ayala et al., 2009; Sanz et al., 2010a; Kemppainen et al., 2009; Chen et al., 2012) or from stock centers (*sesB^1^*, *bss*, *sda*, *Mef2-GAL4*, *mito-HA-GFP*). The *srl^GR^* line (Tiefenböck et al., 2010), containing an additional genomic copy of the *spargel* gene, was a kind gift from Christian Frei (ETH Zürich, Switzerland). Flies were maintained at 25°C on standard medium with supplements, as described previously (Fernández-Ayala et al., 2009) except where indicated. Time to eclosion, bang sensitivity (at 25°C), response to sound and male courtship were measured as described previously (Toivonen et al., 2001). Lifespan at 25°C was determined as described previously (Sanz et al., 2010a).

### Microscopy

The dissected ovaries from 2-day-old virgin females were placed on a slide in a droplet of PBS, and images were captured with and without coverslips by using a Nikon SMZ745T microscope with DS-Vi1 camera. The embryos were collected from mating chambers, dechorionated, placed on two-sided tape that was attached the bottom of a Petri dish and then minimally overlaid with dissection medium (137 mM NaCl, 5.4 mM KCl, 0.17 mM NaH_2_PO_4_, 0.22 mM KH_2_PO_4_, 33.3 mM glucose, 43.8 mM sucrose and 9.9 mM HEPES, pH 7.4). Embryos were imaged as described above. Indirect flight muscle mitochondria of flies that expressed GFP that was targeted to the mitochondria were imaged by using a Nikon Eclipse-Ti microscope (Nikon Instruments, Melville, NY) plus an Andor Neo sCMOS camera (Oxford Instruments, Abingdon, UK) with a 40× objective. The flies were grown for 2 days, after which the thoraxes were fixed with phosphate buffered 10% formalin pH 7.0 (FF-Chemicals, Haukipudas, Finland) for 30 minutes, washed with PBS three times for 10 minutes, after which further dissection of muscle fibers was performed with a 27-gauge needle attached to a 1 ml syringe.

### Metabolite analysis

ATP levels were assayed using the ATP Determination Kit (Life Technologies, Carlsbad, CA) according to the manufacturer’s instructions. For each sample, a set of ten flies were homogenized in 100 μl of 6 M guanidine hydrochloride and then centrifuged at 12,000 *g*_max_ for 5 minutes at 4°C. Supernatants were diluted tenfold in TE buffer (10 mM Tris-HCl, 1 mM EDTA, pH 8.0), and 10 μl of the diluted sample was mixed with the reaction solution. Different genotypes were processed in biological triplicates and luminescence was measured using a Chameleon plate reader (Hidex, Turku, Finland).

Lactate was assayed by using a BioVision Lactate Colorimetric/Fluorometric Assay Kit (BioVision, Milpitas, CA) according to the manufacturer’s instructions. Samples of 30 flies per genotype were homogenized in 300 μl of lactate assay buffer and centrifuged at 12,000 *g*_max_ for 5 minutes at 4°C. Each genotype was analyzed in triplicate and sample fluorescence was recorded using the Hidex Chameleon plate reader.

### Measurements of mitochondrial function

Mitochondria were isolated for oxygraphic analysis and blue native electrophoresis from ~200 flies per genotype, as previously described (Miwa et al., 2003). Protein concentrations were determined by the Bradford method (Bradford, 1976). Oxygen consumption of the isolated mitochondria was measured in a Clark-type electrode chamber (Hansatech Oxyterm system) in the presence of different substrate mixes (5 mM sodium pyruvate plus 5 mM proline for complex-I-linked respiration, 20 mM sn-glycerol 3-phosphate for complex-III-linked respiration) before and after the addition of 1 mM ADP, as described previously (Fernández-Ayala et al., 2009). The oxygen consumption in the presence of the different substrate mixes was then used to compute the RCR. Blue native electrophoresis and histochemical staining for complex I and IV activity were performed on mitochondrial extracts, as described previously (Sanz et al., 2010a).

### RNA isolation and analysis

RNA extraction, microarray analysis using the GeneChip^®^ Affymetrix *Drosophila* 2.0 array (Affymetrix, Santa Clara, CA) and quantitative RT-PCR were performed as described previously (Fernández-Ayala et al., 2009; Fernández-Ayala et al., 2010). RNA isolations were performed in triplicate from batches of 30 2-day-old males and virgin females. Raw microarray data was normalized and analyzed using Genespring GX software (Agilent Technologies, Santa Clara, CA). Previous raw data from *tko^25t^* mutant flies (Fernández-Ayala et al., 2010) was incorporated for comparative analysis, for which data normalization and analysis was performed afresh, grouping all values for the control samples. Genes that showed altered expression were clustered according to GO classes, using GO Term Mapper (Lewis-Sigler Institute for Integrative Genomics, Princeton University, NJ). For quantitative RT-PCR, cDNA was synthesized using the SuperScript^®^ kit (Life Technologies, Carlsbad, CA) or, for *spargel* RNA, using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems). Analysis used a StepOnePlus instrument (Life Technologies, Carlsbad, CA) with the manufacturer’s SYBR^®^ Green PCR reagents and customized primers, as listed in supplementary material Table S13. Normalization to *RpL32* RNA was performed as described previously (Fernández-Ayala et al., 2009).

### DNA extraction and sequencing

For sequencing, genomic DNA was prepared from batches of ten to 30 adult flies, as described previously (Fernández-Ayala et al., 2009). A 500 bp fragment of the *sesB* gene was amplified using primer pair sesB1F: 5′-GAGGAAGGAAGGGTTCTTGC-3′ and sesB1R: 5′-CATCGTGTCCTATCCCTTCG-3′. The purified PCR products were sequenced using the same primers (Life Technologies, 3130x1 Genetic Analyzer).

### Statistical analysis

In all experiments, the means were compared, as appropriate, by Student’s *t*-test or ANOVA, with Bonferroni correction for multiple comparisons.

## Supplementary Material

Supplementary Material

# Supplementary material for: Phenotypic rescue of a Drosophila model of mitochondrial ANT1 disease
**Source:** Dis Model Mech. 2014 May 8;7(6):635–48. doi: 10.1242/dmm.016527
**Supplement:** Supplementary Material

Phenotypic rescue of a Drosophila model of mitochondrial ANT1 disease — Supplementary Material 

# Phenotypic rescue of a *Drosophila* model of mitochondrial ANT1 disease

## DMM016527 Supplementary Material

**Files in this Data Supplement:**

- **Supplementary Material**

# Supplementary material for: Phenotypic rescue of a Drosophila model of mitochondrial ANT1 disease
**Source:** Dis Model Mech. 2014 May 8;7(6):635–48. doi: 10.1242/dmm.016527
**Supplement:** Supplementary Material

**Phenotypic rescue of a *Drosophila*
model of mitochondrial ANT1 disease**

Suvi Vartiainen, Shanjun Chen, Jack George, Tea Tuomela, Kaisa R.

Luoto, Kevin M.C. O'Dell & Howard T. Jacobs

SUPPLEMENTARY MATERIAL

SUPPLEMENTARY FIGURE LEGENDS

Figure S1

BNE gel images

Full images of the BNE gel (Fig. 2D) histochemically stained for complex IV activity (left) and showing only the Serva G protein stain prior to processing for histochemistry (right). The right hand gel image shows also the migration of molecular weight markers used to extrapolate the apparent sizes of the complexes arrowed in the main figure.

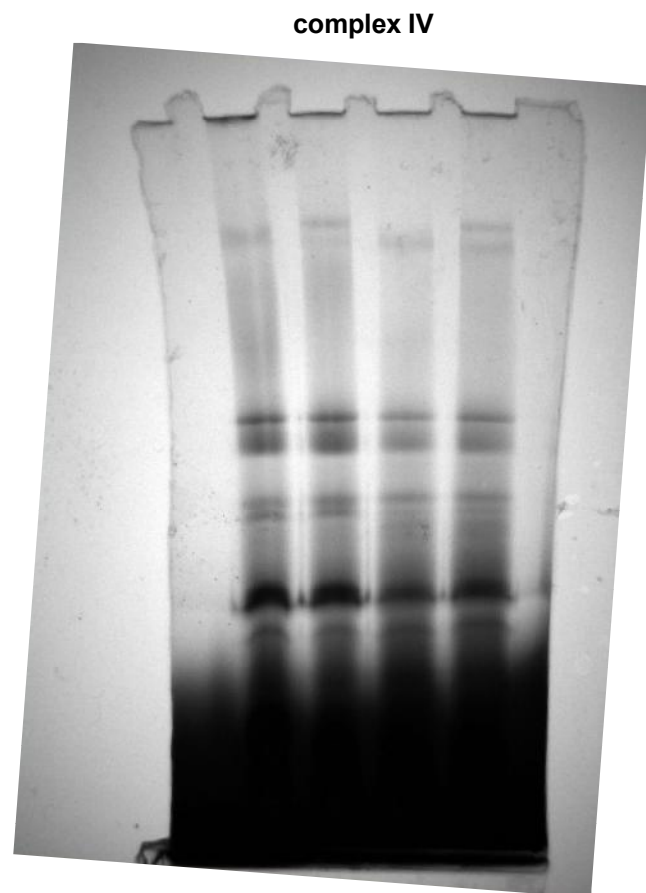

♀ ♂   ♀ ♂
 wt   *sesB*¹

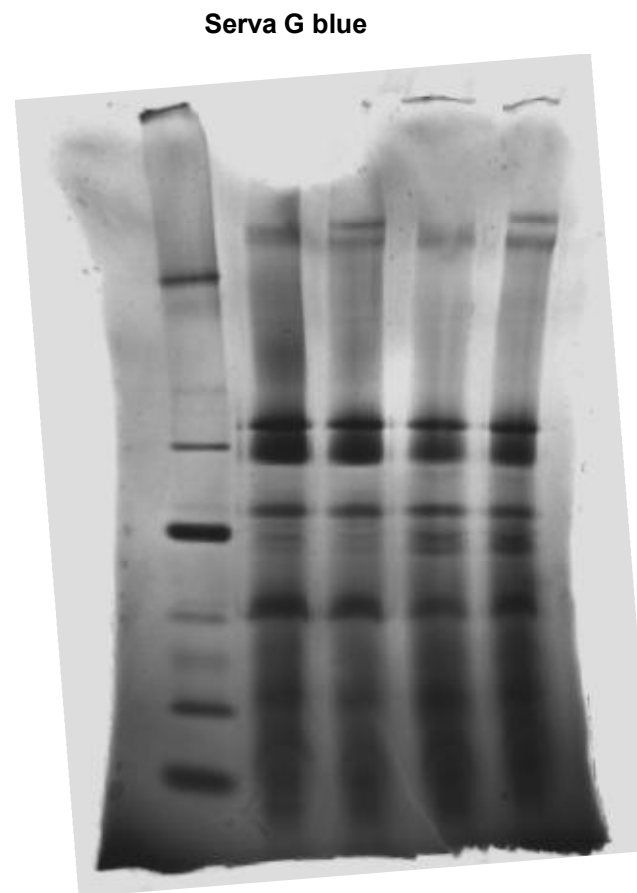

M   ♀ ♂   ♀ ♂
 wt   *sesB*¹

Figure S1, Vartiainen et al

SUPPLEMENTARY TABLES

Tables S1-S12 are displayed in the accompanying Excel file (Tables S1-S12.xls).

[Download Tables S1-S12](#)

Table S13

Primers used for QRT-PCR (all shown 5' to 3')

Symbol	Forward primer	Reverse primer
<i>bcd</i>	ACGAGCCATTAACACCCAAG	GCTCTTGTCCAGACCCTTCA
<i>Cys</i>	GGAAGGAGGCTCTGGAAGTT	CTGCTTTTTGTCTGGATCCAT
<i>Fbp1</i>	GTCCTGCTCGACAAGGATGT	GGTTCCAGGCCATAGACAGA
<i>fbp</i>	GCGAGGAGGTCAAGAACTG	AGATTGAACCGATCGACACC
<i>Hex-C</i>	TACATCTGCGAGTGCGTAGC	GCTTTCACCAGCTTTTGGAG
<i>Hsp22</i>	TGGCTATAGCTCCAGGCACT	AGTCTGCTCGATGGTCACCT
<i>Lip3</i>	CAGGCCACTTCTCCTTATGC	GGATTACGGAGAGCGGTGTA
<i>Obp99b</i>	AAGGTTCTCATCGTTCTCCTATTG	GGGTACTGCCACTTCTTGTACTTC
<i>Pepck</i>	CAGTGCTTCGAGGACTCTCC	CTCTCTATGGCAGCCACCTC
<i>CG8093</i>	AAGTCTGGGCTTGGCTAATG	GGATGTAACCATCCGAGGTC
<i>srl</i>	CCTCGACTACATTCGGTGCT	AGACGTGCCTTCTGTCGTTC
<i>RpL32</i>	AGGCCCAAGATCGTGAAGAA	TGTGCACCAGGAACTTCTTGAA

How the deposited data were processed for this re-analysis (not part of the article)

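Gene expression of *sesB1* and wild-type flies was measured on 14 Affymetrix *Drosophila* 2.0 arrays, 3 of wild-type females, 3 of wild-type males, 4 of *sesB1* females and 4 of *sesB1* males, from total RNA of whole flies. The paper describes RNA isolations in triplicate, and no array is named as left out, so all 14 were used. By the paper the raw data were normalized in Genespring GX. The version, the summarisation method and any filter are not given in the sources used here. The deposited values are log2 signals per probeset, normalized between arrays. Their median over the 14 arrays was 0 for each of the 18922 probesets with no missing value, so they are centred by probeset and hold no measure of brightness. Of 265328 values, 30 were spreadsheet date serials between 12785 and 41716, each in a different probeset. These were treated as missing. The other values lay between -9.10 and 6.19. The array medians differed by at most 0.127 within females and 0.0852 within males, under the bound of 0.2 set for using the values as deposited, and by 0.265 over all 14 arrays, past it. The plan did not name the arrays to which the bound applies, and the reading within each sex was taken with the medians known. Read over all 14 arrays, which the interaction fit combines, it calls for quantile normalization, with 498 probesets in females, 559 in males and 1781 for the interaction in place of 1028, 398 and 5183. Signal over background is not known from such values.

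Of 18952 probesets, 183 control probesets were left out and 18769 were tested. A single gene symbol was given for 13646 of these, several symbols for 402 and none for 4721. A match to the table of current genes was found for 13543 probesets, and 11981 genes had a probeset of their own. For a gene with several probesets, the brightest was planned but cannot be known from centred values, so the first by identifier was used, in the order of the suffixes _at, _a_at, _s_at and _x_at. Positions of genes were used only to find neighbours of sesB and genes of the X chromosome.

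Each sex was fitted separately with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg over 18769 probesets. A probeset was counted as changed at an adjusted p under 0.05 and a change of at least 2-fold, or 1.5-fold where stated. The difference between the sexes was tested in a fit of all 14 arrays as the interaction of sex and genotype at an adjusted p under 0.05, with no fold change threshold. Members of gene lists were counted at an adjusted p under 0.05 with no fold change threshold. Lists with at least 3 measured genes were tested by limma's camera with a preset correlation of 0.01 between genes, adjusted over 66 pairs of list and sex, of which 40 passed. None of these passed with a correlation estimated from the data. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. In a test on simulated data with the same group sizes, 97 of 100 probesets in females, 50 of 50 in males and 46 of 50 interactions were found when the true log2 change was 1.5.

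The groups, the tests, the gene lists, the rule for naming genes and most alternatives were set before the data were examined, when the paper's tables had been read. The rule named every gene that the paper gives for the arrays, the 10 highest and 10 lowest changes in each sex among genes whose arrays did not overlap, the 10 largest interactions, up to 4 members of each list with the largest changes, and sex check genes. Of the genes so named, those with the most weight for the paper's statements are given. CG14500, CG33109, wbl, Cp18, Vm32E and psd were added after their values were seen. The lists were eggshell, germline and oocyte patterning, cell cycle and DNA replication, yolk, accessory gland and ejaculatory duct, testis, spermathecal proteases, glycolysis, the paper's enzymes around pyruvate, its isogenes lower in males, the TCA cycle, respiratory complexes I, III and IV, ATP synthase, mitochondrially encoded genes, mitochondrial and cytosolic ribosomal proteins, heat shock proteins, Turandot peptides, immune peptides, midgut proteases, glucosidases, lipases, beta-oxidation, amino acid and one-carbon metabolism, larval serum proteins, cuticle, odorant-binding proteins, cytochrome P450, antioxidant enzymes, muscle, neurons and sex checks for females and males. No mitochondrially encoded gene had a probeset of its own.

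The alternatives were quantile normalization, centring of each array on its median, a joint fit of the 4 groups, the replicate number as a block, array weights, a trend of the spread, Student's tests as named in the paper's methods, other fold change thresholds, genes in place of probesets, other list settings and the omission of each array in turn. Reading the date serials back as values, leaving out *sesB1* female arrays 2 and 4, leaving out wild-type male array 2 and *sesB1* male array 4, the list tests on the interaction, the correlation over probesets changed in at least 1 sex and the 1.5-fold counts by gene and by Student's test with adjustment or correction were chosen after seeing the data. The *tko 25t* arrays, the supplementary tables and the quantitative RT-PCR values are not analysed here.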

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

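In this part the tests of mixed RNA, of ovary transcripts falling alike, of chorion against vitelline membrane genes and of the scaling of the female arrays for mitochondrial ribosomal proteins, the list tests on the interaction and the omission of pairs of arrays were chosen only after the result was seen.

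Some arrays held transcripts typical of the other sex, with Acp26Aa at -2.32, Mst87F at -2.14 and the accessory gland genes at a median of -2.06 in *sesB1* female array 4, and Yp1 at -0.89 and Cp36 at -0.67 in wild-type male array 2. Mixing with RNA of the other sex requires that lists of different organs imply the same share. In *sesB1* female array 4 the share was 3.45% from 29 accessory gland genes and 3.19% from 20 testis genes, a ratio of 1.083, and in wild-type male array 2 it was 3.09% from 24 eggshell genes and 3.05% from 21 germline genes, a ratio of 1.011, which is consistent with RNA of the other sex mixed into these arrays at any step from collection of the flies onward. *sesB1* female array 2 (0.761% and 1.37%) and *sesB1* male array 4 (0.496% and 1.04%) had smaller shares, with ratios of 0.557 and 0.479, within the bound of 3-fold taken for a like share, but in the latter array Yp1 (-2.40) and Vm26Aa (-1.63) stood above the other *sesB1* male arrays and Cp36 (-6.63) did not, which goes against a like share. Single genes spread widely around these medians, with quartiles of 0.66% and 6.76% for eggshell genes in wild-type male array 2. In *sesB1* female arrays 1 and 3 the accessory gland medians (-4.81 and -4.88) lay near those of wild-type females (-5.21, -4.88 and -5.04). This argues against transcription of accessory gland genes in *sesB1* females as a whole. No biological explanation was tested, and one in which some *sesB1* females transcribe male genes stays open.

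Genes of the eggshell, germline and cell cycle were lower in *sesB1* females as deposited, whereas the list tests of eggshell and germline turned toward higher after quantile normalization. A smaller share of ovary RNA with every ovary transcript falling alike would give like medians of members at least 8-fold higher in wild-type females. These were -1.46 for eggshell, -0.57 for germline and -1.22 for cell cycle genes. They differed more than in regroupings of these genes (permutation test, p = 0.00054), which argues against such a fall. The p may be too small, since genes of a list are not independent. The full lists also hold 5, 2 and 2 genes that the paper named from these samples. The medians speak only to a like fall, and not to ovary size, which the paper reports as typically decreased at 2 days. Within the eggshell list 7 chorion protein genes had a mean log2 fold change of -1.57 and 5 vitelline membrane genes one of 0.92 (exact permutation test over genes, two-sided, p = 0.00253), a difference of -2.49. The difference was -2.01 after quantile normalization, -2.49 after median centring and -2.60 without *sesB1* female arrays 2 and 4. Since this contrast was set after the opposite directions were seen, its p restates them and decides nothing, so that fewer egg chambers past the formation of the vitelline membrane, a lower transcription within the same cells and a difference in age of the egg chambers at 2 days all stay open.

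Of 70 genes of mitochondrial ribosomal proteins, 53 were higher and none lower in *sesB1* males (62 adjusted over the list alone; adjusted p = 3.31e-20 by camera, adjusted p = 0.225 with an estimated correlation), among them mRpL41 (0.80), mRpL3 (0.69) and mRpS28 (0.70), whereas 6 were higher and 10 lower in females (6 and 9 over the list alone, and 3 lower without *sesB1* female arrays 2 and 4; adjusted p = 0.915 by camera, and adjusted p = 8.53e-07 toward higher after quantile normalization), and the sexes differed (interaction adjusted p = 3.4e-12 by camera, adjusted p = 0.283 with an estimated correlation). Quantile normalization turned the female median from -0.02 to 0.14, with 14 genes higher and 0 lower, but left it 0.354 below the male median, which argues against the scaling of the female arrays as the whole cause. A loss of ovary RNA that offsets a rise in other tissues of *sesB1* females is consistent with the fall of the female change with the excess of a gene in wild-type females over wild-type males (Spearman's rho = -0.628 across 70 genes, permutation test, p = 0.0001, the smallest that these permutations can give; Pearson's r = -0.610). In males rho was 0.304, and with no array shared between the measures it lay between -0.611 and -0.548 in females, although genes are not independent replicates. A different response of the tissues of females and males stays open, as untested.

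In 5 of 223 groups of 4 arrays (2.24%), each for a named gene, 1 array stood apart from the other 3 by Dixon's test, where chance gives about 1 in 20 groups. They were CG5953 in *sesB1* female array 4 (0.93, mean of the others 0.78), dia in *sesB1* male array 2 (-0.30, others -0.57), and CG17239 (-0.56, others -2.19), Vm32E (-1.37, others -2.91) and Yp1 (-2.40, others -8.89) in *sesB1* male array 4. Vm26Aa, at -1.63 in that array and -6.40, -6.06 and -5.94 in the other *sesB1* male arrays, also stood apart and is not among the 5.

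The effect of *sesB1* differed between females and males, by the interaction test of limma at an adjusted p under 0.05, for 5183 probesets and for 75 of the 111 genes whose values were followed. The effect was more positive in females by the log2 values given for CG12990 (5.59), CG6788 (5.57), CG18179 (4.29), CG18301 (4.21), fit (3.904), Gnmt (3.498), LManIII (3.38) and Ebp (2.97). Next in size were CG33109 (2.87), Ser12 (2.72), CG9897 (2.58), CG14500 (2.51), CG17239 (2.44), wbl (2.40), Obp56e (2.36) and Lsp2 (2.35). These were followed by CG8093 (2.26), CG5953 (2.21), Obp99b (2.16), Hpd (2.04), Prx6c (2.02), CG34166 (2.00), sit (2.00) and Jon99Ci (1.97). Smaller differences held for CG33325 (1.91), Obp56i (1.87), Cyp312a1 (1.81), CG17192 (1.72), Ser8 (1.53), Cpr51A (1.38), PGRP-SB1 (1.26) and psd (1.23). Below these came Jon65Ai (1.07), CG13334 (0.96), elav (0.92), Cyp6a2 (0.88), can (0.86), sls (0.86), hgo (0.76) and Jon99Fi (0.73). A further group was Ant2 (0.72), dj (0.54) and Pepck2 (0.48). The effect was more negative in females, with log2 differences as given, for Sdic3 (-4.51), mei-38 (-2.68), Muc12Ea (-2.62), Ilp8 (-2.61), CG15721 (-2.58), Mur11Da (-2.54), CG32642 (-2.53), CG31661 (-2.42) and CG13113 (-2.23). Smaller negative differences held for bam (-2.21), gkt (-1.96), mus101 (-1.78), cid (-1.76), Orc1 (-1.62), tobi (-1.44), Nmdmc (-1.44), CG8289 (-1.30) and CG11899 (-1.27). The rest of this direction were CG9547 (-1.08), c(2)M (-1.08), Vav (-1.04), Cyp6a8 (-0.92), CG3999 (-0.87), mRpL3 (-0.84), spn-E (-0.82), yip2 (-0.72) and Hsp26 (-0.71). Others were mRpS28 (-0.68), Mdh1 (-0.59), mRpL41 (-0.45), tko (-0.33) and Tpi (-0.26). After quantile normalization 1781 probesets passed, and 31 of the 75 genes did not: Obp99b, CG8093, Lsp2, LManIII, CG5953, CG34166, Hpd, hgo, CG8289, Ant2, tko, Ser8, PGRP-SB1, CG13113, bam and cid, and also Orc1, spn-E, c(2)M, Ebp, dj, can, Hsp26, Cyp6a2, Pepck2, CG13334, sls, Muc12Ea, CG15721, CG32642 and Mur11Da. Of these, Lsp2, CG34166, Hpd, hgo, spn-E and Hsp26 had a difference in the opposite direction. The test was also not passed by Jon99Fi, dj and Tpi after median centring, by tko, tobi, Jon99Fi, dj and Tpi without *sesB1* female arrays 2 and 4, and by Jon99Fi, Ebp, dj and Tpi without wild-type male array 2 and *sesB1* male array 4. The female change of Ebp was 1.76 and did not pass (adjusted p = 0.164), with a standard deviation of 1.91 among the *sesB1* females, of which arrays 2 and 4 held more of the male transcripts, and 0.20 among the wild-type females.

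Genes outside those that the paper discusses were among the 10 highest or lowest changes of a sex, with all *sesB1* arrays beyond all wild-type arrays. In females the log2 fold changes were Fbp2 (7.17), Lsp2 (6.07), CG5953 (4.98), Ugt37A3 (4.302) and Hpd (4.07) among genes that rose, and RFeSP (-4.95), CG8289 (-4.52), Muc12Ea (-3.30), gkt (-2.99), dia (-2.78), CG32642 (-2.77), CG15721 (-2.66) and Mur11Da (-2.55) among genes that fell. In males they were Cyp6a8 (3.701), Fbp2 (6.32), Cyp4e3 (4.00) and Lsp2 (3.72), Ugt37A3 (3.42) and Cpr49Ac (3.38) among genes that rose, and RFeSP (-4.99), CG8289 (-3.22) and Cpr51A (-2.52) among genes that fell. Muc12Ea, CG15721, CG32642 and Mur11Da did not pass the test in females after quantile normalization. The values of RFeSP and CG5953 come from 1 of 2 probesets of each gene, and the other did not pass.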

How the results depend on the processing

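Limits come from the deposited values, which hold no brightness, so the omission of the dimmest probesets and the correlation without the 20% lowest were not run, and what signal over background would allow is not known. Under median centring, a joint fit, array weights and a spread trend, each count of probesets kept within 1.5 times its value as deposited (1026 to 1112 in females, 396 or 397 in males), and of the values of 111 named genes in each sex, 214 to 219 of 222 kept their direction and their side of the threshold. With quantile normalization 193 of 222 did, with Yp1 reversed in females, and females had 498 probesets (426 of the 1028 kept, none reversed), 1326 at 1.5-fold, females only 310, males only 371 and the interaction 1781; 66.06% were higher in females and 67.12% in males only, and r between the sexes was 0.549. The lower members were then 3 for eggshell, 2 for germline and 9 for cell cycle genes in females, and the list tests gave adjusted p = 0.594 for eggshell, 0.0221 for germline, 0.00143 for yolk and 0.0031 for female sex check genes in females (toward higher), 0.787 for testis genes in females (toward lower) and 0.54 for testis genes in males (toward higher), with Yp1 at 0.84 in females. This normalization was run across both sexes on values centred by probeset. It gives every array the same distribution of deviations from the probeset medians, and not of signals. As deposited, the lower quartile lay between -0.235 and -0.221 in wild-type female arrays and between -0.128 and -0.029 in *sesB1* female arrays. The normalization evens out this difference in spread. The median of 433 probesets at least 8-fold higher in wild-type females was -0.865 as deposited and -0.0557 with it. The cause of the other shifts was not tested. At 1.5-fold the counts were 3038 in females, 1233 in males, 630 in both, 2408 in females only, 603 in males only and 2936 for the interaction, and with no fold change threshold 6050, 4112, 1990, 4060 and 2122 for the first 5, by construction, as the threshold is looser for these and added for the interaction. The methods' test of Student with Bonferroni correction left 33 in females, 39 in males, 6 in both, 27 in females only, 33 in males only and 225 for the interaction, with 72.73%, 53.85%, 50%, 77.78% and 54.55% higher in the first 5, where its stricter correction lowers the counts and the cause of the shares was not tested. The same test unadjusted gave 1023 and 397, and with Benjamini-Hochberg 978 and 386. In the joint fit 9 eggshell genes were lower in females and 12 accessory gland genes in males; the cause was not tested. With an estimated correlation 0 of 66 list tests passed, against 40 (eggshell 0.632, germline 0.554 and cell cycle 0.374 in females, accessory gland 0.3 in males). The correlation r of 0.457 between the sexes was 0.879 over probesets changed in both sexes and 0.635 over those changed in at least 1, 0.486 without *sesB1* female arrays 2 and 4, and 0.398 without wild-type male array 2 and *sesB1* male array 4; the cause was not tested. Without those arrays females had 1385 probesets (1013 of the 1028 kept) and males 392 (359 of 398). The odds ratio near sesB in females was 1.297 and past the threshold with 5 Mb on each side. With each array left out in turn, counts ran from 866 to 1219 in females, 375 to 417 in males, 191 to 222 in both, 672 to 1006 in females only, 175 to 215 in males only, 4315 to 5624 for the interaction, and 2707 to 3414 and 1192 to 1290 at 1.5-fold, r from 0.398 (without wild-type male array 2) to 0.477 (without *sesB1* female array 4), and the eggshell p from 0.00588 (without *sesB1* female array 3) to 0.0641 (without wild-type female array 2). The replicate numbers were taken not to pair the arrays, as those of the same number correlated at -0.174 to 0.0896 after removal of the group means. Such correlations cannot exclude that samples of the same number were collected or processed together. With the replicate block females had 1218 probesets (1021 of the 1028 kept), males 376 (368 of 398) and the interaction 4821. There 216 of 222 values of named genes kept their call. Reading the date serials back as values gave 1027 and 398.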

Differences from the paper's values

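The 1.5-fold counts by Student's test with adjustment or correction and by gene were chosen only after the result was seen.

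At 1.5-fold, 3038 probesets passed in females, against about 990 in Fig. 3C of the paper, and 1233 in males, against about 670 in Fig. 3B. The paper counted these after a joint normalization with *tko 25t* arrays and with all controls grouped, which is not repeated here. Of the alternatives set before the data were examined that were run at 1.5-fold, quantile normalization brought the count in females to 1326, within 1.5 times of the paper's, and the others (2707 to 3414) did not. None did in males (1192 to 1516). Student's test gave 2725 in females and 1118 in males with Benjamini-Hochberg adjustment and 37 and 51 with Bonferroni correction, and genes in place of probesets gave 2537 and 1031, none within 1.5 times of the paper's.

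Fbp1 was 95.71-fold higher in females, against about 250 in Table 2 of the paper, and 59.3-fold higher in males, against about 130 in Table 2. None of the alternatives set before the data were examined closed these gaps (46.24 to 102.6 in females, 46.81 to 79.11 in males). For Obp99b in males the value was 25.81-fold, against about 120 in Table 2, and none of these alternatives closed the gap (22.38 to 41.28). Lip3 was 1.983-fold higher in females, against about 3.1 in Table 2. The gap closed with quantile normalization (2.376), with the replicate block (2.083), and without *sesB1* female array 1 (2.235) or array 4 (2.083), and did not close with the others (1.721 to 2.008). In males Lip3 was 1.8-fold higher, against about 2.8 in Table 2, and the gap closed with quantile normalization (2.05) and without *sesB1* male array 3 (1.902), but not with the others (1.69 to 1.824). Of 15 array values of Table 2, 10 lay within the bounds.

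TwdlX was 1.041-fold lower in males, against about 4.1 in Table 3, and Cngl 1.008-fold lower, against about 3.1 in Table 3. No alternative set before the data were examined closed these gaps for the probesets used (0.951 to 1.09 for TwdlX, 0.976 to 1.04 for Cngl). Another probeset of Cngl had a log2 fold change of -1.62 in males (adjusted p = 5.24e-06) and passed at 2-fold. The other 70 of 72 genes of Table 3 with a probeset of their own lay within the bounds.

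Table 3 gives its genes as changed in a sex-specific manner. Of the 72 measured, 67 passed the interaction test as deposited, and 4 (LManIII, CG34166, LManVI and CG34040) passed at 2-fold in both sexes. The choice of these genes on the same arrays raises the count of 67. Some of them, among them LManIII and CG34166, did not pass the interaction test after quantile normalization. The paper states that aldolase was upregulated in both sexes. The probeset used for Ald1 had log2 fold changes of 0.04 in females (adjusted p = 0.89) and no difference in males (adjusted p = 0.998), and the other probeset of the gene was higher in both sexes, by 1.81 and 0.85. The paper states that downregulation prevailed slightly among probesets changed in a single sex. As deposited, 432 of 822 in females and 112 of 192 in males were lower, and after quantile normalization 136 of 310 and 122 of 371.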

Other observations

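The values of females below come from arrays in which, of 433 probesets at least 8-fold higher in wild-type females than in wild-type males, 84.1% fell. Of 18 genes of complex I, 8 were higher in *sesB1* females (8 adjusted over the list alone; adjusted p = 0.000935 by camera, adjusted p = 0.579 with an estimated correlation) and 8 in *sesB1* males (13 over the list alone; adjusted p = 8.7e-05 by camera, adjusted p = 0.54 with an estimated correlation), and none was lower, with 1 in females after quantile normalization. ND-75, a core subunit, had a log2 fold change of 0.40 in females (adjusted p = 0.0202), which did not pass after quantile normalization (0.20) or without wild-type female array 1 or 3 or *sesB1* female array 2. ND-ACP, the acyl carrier protein, had 0.36 in females (adjusted p = 0.0155, not passed without wild-type female array 1 or 3) and 0.52 in males (adjusted p = 0.000887), and 2 other probesets of the gene passed in males and not in females. Of 8 genes of complex IV, 2 were higher in females (1 over the list alone; adjusted p = 0.0451 by camera, adjusted p = 0.554 with an estimated correlation; adjusted p = 0.27 after quantile normalization) and 2 in males (5 higher and 1 lower over the list alone; adjusted p = 0.0419 by camera, adjusted p = 0.483 with an estimated correlation). COX7A rose in females (0.49) and males (0.57). Complex III had 1 gene higher and 1 lower of 5 in each sex (2 and 1 over the list alone in females, 1 and 1 in males; adjusted p = 0.962 in females and 0.47 in males by camera; female median 0.07, and -0.08 after quantile normalization). The lower gene was RFeSP by the probeset used. Its other probeset did not fall (0.18 in females, adjusted p = 0.262, and 0.18 in males, adjusted p = 0.15, from limma). ATP synthase had 0 of 11 genes higher in females (adjusted p = 0.098) and 1 in males (0 over the list alone; adjusted p = 0.0172 by camera, adjusted p = 0.554 with an estimated correlation), with 1 higher and 0 lower in females at an unadjusted p under 0.05 from limma. Of 41 cytosolic ribosomal protein genes, 1 was higher and 2 lower in females (0 and 1 over the list alone; adjusted p = 0.258 by camera, toward lower and toward higher after quantile normalization) and 6 were higher and 1 lower in males (2 and 0 over the list alone; adjusted p = 0.0113 by camera, adjusted p = 0.554 with an estimated correlation). RpL32 had -0.09 and 0.13 (adjusted p = 0.389 and 0.229). tko, for a mitochondrial ribosomal protein, had 0.05 in females (adjusted p = 0.713) and 0.38 in males (adjusted p = 0.00186). After quantile normalization 0 genes of complex III and 1 of complex IV were higher in females, and of cytosolic ribosomal protein genes 5 in females and 2 in males. Median centring ended the list call of complex IV in females (adjusted p = 0.0567), as did leaving out the paper's genes (adjusted p = 0.0517). In alternatives chosen after seeing the data, complex IV had adjusted p = 0.0523 in females without *sesB1* female arrays 2 and 4. Without wild-type male array 2 and *sesB1* male array 4, males had 2 genes of complex I higher, and adjusted p = 0.153 for complex IV and 0.0835 for ATP synthase.

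Of 15 muscle genes, 7 were higher in females (8 over the list alone; adjusted p = 0.000292 by camera, adjusted p = 0.3 with an estimated correlation), 2 after quantile normalization, with a median of 0.30 that went to 0.07, and 1 was higher and 4 lower in males (1 and 4 over the list alone; adjusted p = 0.344 by camera), a difference with interaction adjusted p = 9.51e-05 by camera and adjusted p = 0.302 with an estimated correlation. up, for troponin T, had 1.04 in females and 0.59 in males, and sls, for a titin-like protein, 0.78 and -0.08, the former 0.37 and not past the test after quantile normalization. Of 11 neuronal genes, 3 were higher in females (3 over the list alone; adjusted p = 0.0269 by camera, adjusted p = 0.424 with an estimated correlation; 0 higher and 1 lower, with adjusted p = 0.626 after quantile normalization) and 3 lower in males (4 over the list alone, and 1 after quantile normalization, median centring or without wild-type male array 2 and *sesB1* male array 4; adjusted p = 0.152 by camera; interaction adjusted p = 0.00289 by camera, adjusted p = 0.302 with an estimated correlation and adjusted p = 0.114 after quantile normalization), among them elav, for an RNA-binding protein of neurons (-1.04, adjusted p = 1.7e-05). Of 47 odorant-binding protein genes, 16 were higher and 1 lower in females (16 and 1 over the list alone; adjusted p = 3.07e-05 by camera, adjusted p = 0.3 with an estimated correlation), with Obp56e at 2.19, and 10 were higher and 14 lower in males (12 and 14 over the list alone; adjusted p = 0.758 by camera). The immune list had 5 of 10 genes higher in females (6 higher and 1 lower over the list alone; adjusted p = 0.00673 by camera, adjusted p = 0.359 with an estimated correlation) and 3 in males (3 over the list alone; adjusted p = 0.0406 by camera, adjusted p = 0.537 with an estimated correlation), among them PGRP-SB1, a peptidoglycan recognition protein (2.18 and 0.92). Of 32 cytochrome P450 genes, 15 were higher and 3 lower in females, the same over the list alone (adjusted p = 0.00046 by camera, adjusted p = 0.3 with an estimated correlation), with 8 and 2 after quantile normalization, and 10 were higher and 5 lower in males (11 and 5 over the list alone; adjusted p = 0.0281 by camera, adjusted p = 0.3 with an estimated correlation). Antioxidant enzymes had 4 of 8 genes higher and 1 lower in females (5 and 1 over the list alone; adjusted p = 0.0313 by camera, adjusted p = 0.554 with an estimated correlation) and 6 higher in males (7 over the list alone; adjusted p = 0.000204 by camera, adjusted p = 0.3 with an estimated correlation), and Prx6c, a peroxiredoxin, had 2.21 in females (adjusted p = 8.59e-05). Of 80 cuticle genes, 16 were higher and 1 lower in females (14 and 1 over the list alone, 7 and 1 after quantile normalization; adjusted p = 0.00397 by camera, adjusted p = 0.632 with an estimated correlation), and 14 and 3 in males, the same over the list alone (adjusted p = 0.156 by camera; male median 0.03, and -0.001 after quantile normalization). Cpr49Ac rose by 3.62 in females, and Cpr51A had -1.14 there. Of 16 heat shock genes listed, 4 had a probeset of their own, and Hsp22, which stands in Table 2, had none. Of the 4, 2 were lower in each sex, the same over the list alone, and 0 in females and 1 in males after quantile normalization (adjusted p = 0.177 by camera in females; adjusted p = 0.0391 by camera, adjusted p = 0.3 with an estimated correlation in males), among them Hsp26 (-1.40 in females, -0.88 and not past the test after quantile normalization, and -0.69 in males). Of 4 Turandot genes, 0 passed in females and 1 was higher in males, the same over the list alone (adjusted p = 0.27 and 0.177 by camera), with 1 higher in females at an unadjusted p under 0.05 from limma. Of the sex check genes, those of females had 1 higher and 1 lower of 6 in females (adjusted p = 0.915 by camera toward lower, and toward higher after quantile normalization) and those of males had 3 lower of 4 in males (adjusted p = 0.00554 by camera, adjusted p = 0.3 with an estimated correlation), the same counts over the list alone. Other settings ended list calls of this paragraph. After quantile normalization the immune list had adjusted p = 0.0597 and male sex check genes adjusted p = 0.096 in males, 0 Turandot genes were higher in males, and 4 female sex check genes were higher in females. Without the paper's genes the immune list had adjusted p = 0.0997 in males and the antioxidant list adjusted p = 0.106 in females. With the pairs of arrays named above left out, the neuronal list had adjusted p = 0.0684 in females, and in males the immune list had adjusted p = 0.0965 and the heat shock list adjusted p = 0.0524.

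A flanking region kept with the allele through the backcross was put forward as an explanation for changed genes near sesB, with its test set beforehand, and the tests of the X chromosome and of other splits of the arrays were chosen only after the result was seen. Within 2 Mb of sesB on each side, 34 of 337 genes (10.1%) changed at least 2-fold in females, against 7.296% of all other genes (Fisher's exact test, two-sided, p = 0.0569, odds ratio 1.43, 95% confidence interval 0.963 to 2.05). In males 8 of 337 (2.37%) did, against 2.69% (Fisher's exact test, p = 0.865, odds ratio 0.879, interval 0.373 to 1.78). The bound written beforehand, a p of 0.05 or more in both sexes, was met, but it is not enough to exclude a flanking effect, since the intervals still hold a modest excess and with 5 Mb on each side females had p = 0.0418 by Fisher's exact test (odds ratio 1.30). By the same exact test p was 0.39 with 1 Mb, and against the rest of the X chromosome it was 0.118. An effect of the flanking region and one of the mutation on genes nearby cannot be told apart with these arrays. On the whole X chromosome 7.91% of genes changed in females, against 7.275% elsewhere (Fisher's exact test, p = 0.335, odds ratio 1.09, upper bound 1.32), and 2.35% in males, against 2.745% (p = 0.391, odds ratio 0.853, upper bound 1.18). These intervals too hold a modest excess, so that a different strain origin of the X chromosome is not excluded either.

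Other splits of the 7 arrays of each sex into 3 and 4 were counted. In females 1 of 35 splits, the real one, gave as many as 1028 probesets, and the highest other split gave 585. At 1.5-fold 1 of 35 did, with 3038 against 1879. The highest other split set *sesB1* female array 4 with the wild type. In males 1 of 35 splits reached 398 probesets and the others gave 0 by limma, and at 1.5-fold 1 of 35 reached 1233 against 0. The real split thus gave the most in each sex, and 1 of 35 is the smallest share possible. Every other split mixes the genotypes, so a real difference widens the spread within its groups and lowers its count. These splits therefore do not by themselves exclude chance. For the interaction 2 of 100 splits gave as many as 5183 probesets, and the other gave more, 5490. It kept the real groups of females and took *sesB1* male arrays 2, 3 and 4 as wild type against *sesB1* male array 1 and the wild-type males. A split that keeps the real groups of a sex can give interaction calls by itself, so this count does not tell whether chance is excluded.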
